# Time-Course Analysis of Gene Expression During the *Saccharomyces cerevisiae* Hypoxic Response

**DOI:** 10.1534/g3.116.034991

**Published:** 2016-11-09

**Authors:** Nasrine Bendjilali, Samuel MacLeon, Gurmannat Kalra, Stephen D. Willis, A. K. M. Nawshad Hossian, Erica Avery, Olivia Wojtowicz, Mark J. Hickman

**Keywords:** mRNA, transcriptome, anaerobic, signaling, metabolism

## Abstract

Many cells experience hypoxia, or low oxygen, and respond by dramatically altering gene expression. In the yeast *Saccharomyces cerevisia*e, genes that respond are required for many oxygen-dependent cellular processes, such as respiration, biosynthesis, and redox regulation. To more fully characterize the global response to hypoxia, we exposed yeast to hypoxic conditions, extracted RNA at different times, and performed RNA sequencing (RNA-seq) analysis. Time-course statistical analysis revealed hundreds of genes that changed expression by up to 550-fold. The genes responded with varying kinetics suggesting that multiple regulatory pathways are involved. We identified most known oxygen-regulated genes and also uncovered new regulated genes. Reverse transcription-quantitative PCR (RT-qPCR) analysis confirmed that the lysine methyltransferase *EFM6* and the recombinase *DMC1*, both conserved in humans, are indeed oxygen-responsive. Looking more broadly, oxygen-regulated genes participate in expected processes like respiration and lipid metabolism, but also in unexpected processes like amino acid and vitamin metabolism. Using principle component analysis, we discovered that the hypoxic response largely occurs during the first 2 hr and then a new steady-state expression state is achieved. Moreover, we show that the oxygen-dependent genes are not part of the previously described environmental stress response (ESR) consisting of genes that respond to diverse types of stress. While hypoxia appears to cause a transient stress, the hypoxic response is mostly characterized by a transition to a new state of gene expression. In summary, our results reveal that hypoxia causes widespread and complex changes in gene expression to prepare the cell to function with little or no oxygen.

Molecular oxygen (O_2_) plays a major role in the metabolism of many eukaryotic cells. Oxygen is not only required for aerobic respiration and for several biosynthetic reactions, but also influences the redox state and causes oxidative damage (Rosenfeld and Beauvoit 2003). The levels of oxygen vary in the environment. Hypoxia, or low oxygen, is experienced in certain tissues, diseases (*e.g.*, cancer), and specific environments (*e.g.*, deep water or soil). One way that cells cope with changing oxygen levels is by dramatically altering gene expression (Semenza 2011; Butler 2013; Ratcliffe 2013). In the yeast *Saccharomyces cerevisiae*, several microarray studies have found that the mRNA levels of hundreds of genes change in response to hypoxia (ter Linde *et al.* 1999; Becerra *et al.* 2002; Ter Linde and Steensma 2002; Kwast *et al.* 2002; Lai *et al.* 2005, 2006; Hickman and Winston 2007; Hickman *et al.* 2011). As might be expected, some responsive genes participate in oxygen-dependent cellular processes, such as aerobic respiration and the biosynthesis of unsaturated fatty acids (UFAs), heme, and ergosterol (the yeast functional equivalent of cholesterol). Other responsive genes do not directly participate in oxygen-dependent processes but may compensate for the lack of oxygen. For example, cell wall genes are induced during hypoxia, likely to compensate for the inability during hypoxia to synthesize membrane lipids that are important for membrane fluidity and permeability (Abramova *et al.* 2001a).

Many genes have been found to consistently respond to hypoxia. For example, several studies have found that *CYC1*, encoding cytochrome c, is downregulated, while *HEM13*, encoding a heme biosynthetic enzyme, is upregulated (Zhang and Hach 1999; Lombardía *et al.* 2000; Ter Linde and Steensma 2002; Hickman and Winston 2007; Butler 2013). However, other genes exhibit conflicting responses between studies. The *ERG5* ergosterol biosynthetic gene responds to hypoxia in only a subset of studies while *COX5B*, encoding a cytochrome c oxidase subunit, has been found to be either up- or downregulated (see Supplemental Material, Table S3). The conflicting results between studies indicate that the hypoxic response has not been clearly defined. Having an accurate picture of how gene expression changes during the hypoxic response is critical for understanding the metabolic changes and signaling events that occur during the transition from high to low oxygen levels.

In studying a gene expression response, it is informative to observe a time course (Storey *et al.* 2005), as opposed to two conditions such as aerobic and hypoxic. First, a time course captures the diverse kinetics of each gene’s expression, which is useful in characterizing complex responses that employ several signaling pathways and transcription factors. Second, transient expression changes, which may be important in the response, will be identified in a time course. Third, following expression level over the course of the response will allow one to determine whether the response is transient or a transition to a new steady-state. At the end of a transient response, gene expression should return to preresponse levels. In contrast, if a new steady-state is reached, then expression levels different from preresponse levels will be reached and maintained.

A time course is especially useful in characterizing the multifaceted hypoxic response in which the initial lack of oxygen immediately causes secondary effects such as depletion of metabolites (*e.g.*, heme, ergosterol, and UFAs) (Chellappa *et al.* 2001; Hickman *et al.* 2011), reduced flux through the electron transport chain (Guzy *et al.* 2007), and a change in growth rate (Burke 1997; Brauer *et al.* 2008). Each of these secondary effects acts as a stimulus, activating a unique signaling pathway that regulates gene expression; heme depletion signals to the Hap1 pathway (Hickman and Winston 2007) while sterol depletion activates the Upc2/Ecm22 pathway (Hickman *et al.* 2011). Furthermore, it has been suggested that some of the gene expression changes during hypoxia are due to a transient stress response (Lai *et al.* 2008). Approximately 900 genes in the yeast genome respond to diverse types of stress and have been deemed part of the ESR (Gasch *et al.* 2000). It is important to determine whether hypoxia activates the ESR genes and is thus considered a stress.

Growth of *S. cerevisiae* without oxygen requires exogenous ergosterol and UFAs, because these essential metabolites require oxygen for their biosynthesis (Rosenfeld and Beauvoit 2003). Thus, previous studies have included these metabolites when growing yeast without oxygen (ter Linde *et al.* 1999; Abramova *et al.* 2001b; Lai *et al.* 2006). However, we and others have found that some genes respond to hypoxia due to depletion of ergosterol and UFAs. Replenishing the metabolites reduces the effects of hypoxia (Hughes *et al.* 2005; Hickman *et al.* 2011). Therefore, in order to measure how yeast gene expression responds to natural hypoxia, it is important to measure the change in gene expression that occurs in the absence of oxygen without adding ergosterol and UFAs.

To measure global gene expression during the hypoxic response, we employed a recently developed technique known as RNA-seq (Wang *et al.* 2009; Anders and Huber 2010). This method uses next-generation sequencing to determine the relative abundance of each gene’s transcript. Compared to DNA microarray analysis, RNA-seq exhibits higher sensitivity (to detect less abundant transcripts), a greater dynamic range (to measure greater fold changes), and superior reproducibility (to accurately follow gene expression over time). Thus, RNA-seq will allow a more detailed characterization of the hypoxic response.

In this work, we have tracked the global gene expression response to hypoxia over 4 hr. Using principal component analysis (PCA), we discovered that the hypoxic response largely occurs during the first 2 hr and then a new steady-state expression state is achieved. Subsequent time-course statistical analyses identified 816 genes that change significantly over time in response to hypoxia, identifying most of the expected oxygen-regulated genes as well as genes that were not discovered previously. Three genes were verified by RT-qPCR to be oxygen-regulated. Our analysis identified genes that changed dramatically (2–550-fold) during the hypoxic response. The regulated genes were involved in expected (*e.g.*, respiration, lipid metabolism, and cell wall) and unexpected (*e.g.*, DNA and amino acid metabolism) cellular processes. Finally, we found that hypoxia causes a modest and transient stress response that is overshadowed by a more significant response that is unique to hypoxia.

## Materials and Methods

### Strain and growth conditions

The *S. cerevisiae* strain used is a *GAL2^+^* derivative of S288C containing a repaired *HAP1* allele (Hickman and Winston 2007), and is available upon request. Cells were grown at 30° in YPD (1% yeast extract, 2% peptone, and 2% glucose). For the hypoxia time course, cells were grown aerobically for at least four generations to midlog phase (1–2 × 10^7^ cells/ml). At time 0, a sample was taken, and then the cells were diluted in flasks so that they would reach midlog by the indicated time point. Hypoxia was achieved by continuously sparging flasks with ultrahigh-purity nitrogen gas at 3 L/min. Ergosterol and Tween 80 (source of UFAs) were not added to the media (Hickman *et al.* 2011). For each time point, 20 ml of cell culture was filtered using a 0.45 µm filter and microanalysis filter holder (Millipore), and the cells were snap frozen in liquid nitrogen. Removal from hypoxia and freezing took <30 sec, minimizing cell exposure to oxygen.

### RNA-seq and quality control filtering

Note that only one replicate of the hypoxia time course was used for RNA-seq analysis. RNA was prepared from frozen cells using mechanical disruption and the QIAGEN RNeasy kit. RNA quality was tested using the Bioanalyzer 2100 (Agilent). RNA concentration was determined using the Life Technologies Qubit, and RNA was diluted to 100 ng/µl for cDNA library preparation. The mRNA was enriched using oligo-dT capture and the cDNA library was prepared using the TruSeq RNA Sample Preparation Kit (Illumina) according to the manufacturer’s instructions. Eight RNA samples were barcoded, pooled, and sequenced in one lane using an Illumina HiSequation 2500 sequencer. For each sample, there were > 6.8 million reads, each at a length of 65 nucleotides. The reads were quality trimmed and then mapped to the *S. cerevisiae* S288C reference genome (SGD R64-1-1_20110203) using Tophat2 with default settings (Kim *et al.* 2013). At least 90% of reads in each sample successfully mapped. The number of reads mapping to each annotated feature was determined using HTSeq (Anders and Huber 2010), resulting in at least 4.98 million total reads per sample and an average of 697 reads per feature. The resulting FASTQ files and raw HTSeq data were deposited in NCBI’s Gene Expression Omnibus (Edgar *et al.* 2002) and are accessible through GEO Series accession number GSE85595. Genes with zero reads in all samples were removed (419 genes). To account for between-sample differences in sequencing depth, we used total-count normalization so that, for each sample, the total number of reads that maps to annotated features is equal, similar to calculating RPKM (Trapnell *et al.* 2012). Finally, the 24 *PAU* genes were removed because they are similar, and in some cases identical, in sequence, making them difficult to differentiate (Hickman *et al.* 2011). The normalized read count data and other information about each gene are included in Table S1.

### Experimental validation using RT-qPCR

Multiple biological replicates of the hypoxia time course were performed for RT-qPCR analysis. Total RNA was converted to cDNA using the BioRad iScript kit and poly-dT primers. The cDNA was subject to qPCR amplification using the BioRad iTaq-SYBR kit and the BioRad CFX96 Real Time System. Primer sequences are included in Table S2. Control qPCR reactions were performed on an equal amount of RNA that was not reverse transcribed, showing that there was no gDNA contamination.

### Time-course analyses

To identify genes that respond to hypoxia over time, we used two methods: DESeq2 and “AutoCor,” an algorithm developed here. DESeq2 was used to perform a likelihood ratio test (LRT in the DESeq2 package) (Love *et al.* 2014) that compares how well a gene’s count data fit a “full model” (with independent variables, like time) compared to a “reduced model” (without those variables). Our full model was a quadratic equation: *E_t_* = β_2_*t*^2^ + β_1_*t* + β_0_ where *E_t_* is normalized counts at time *t*, *t* is time, and each β is a coefficient. Our reduced model excluded time: *E_t_* = β_0_. In DESeq2, the full model was written ∼ time + I(time^2) and the reduced model was written ∼1. The rationale for this design was to test whether a gene’s expression fits a pattern of increase or decrease over the time points. In analyzing count data, DESeq2 estimates dispersion of each gene’s expression by taking into account the dispersion of genes expressed at similar levels. Since there were not biological replicates for each time point, all time points were combined as replicates to calculate dispersion. The dispersions of hypoxic-responsive genes will be overestimated but partially corrected by the lower dispersion of nonresponsive genes. The second method, AutoCor, is permutation-based and tests the importance of time point order. For each gene, the normalized count values in their original order were compared to all possible permutations (40,320). By using the actual normalized read count values, we did not make any assumptions about the distribution of the data. In the first step, the autocorrelation (lag = 1) (Box *et al.* 2008) for each gene is calculated. Autocorrelation is high when the values in a time series “persist” (*i.e.*, form a “smooth” curve). Then, for each gene, the autocorrelation was computed for each permuted time course. Finally, a one-sided p-value was calculated as the proportion of random autocorrelations that are greater than or equal to the original autocorrelation.

For the 2868 genes that each had a maximum fold-change over the entire hypoxic time course of ≥2, the p-values generated by DESeq2 or AutoCor were adjusted for multiple testing using the BH procedure (Benjamini and Hochberg 1995), and adjusted p ≤ 0.05 indicates significance. All statistical analyses, unless otherwise stated, were performed using R Studio (R Core Team 2015).

### PCA, Euclidian distance, clustering, and gene ontology (GO) analyses

All analyses in this section were performed on normalized read counts that were log2 transformed. PCA, a dimensionality reduction technique, was carried out in *R* by using the *prcomp* function (Q-mode, or singular value decomposition) on the matrix containing genes in columns and time points in rows (Hothorn and Everitt 2014). *R* outputs the PCA results into one variable (*e.g.*, *PC*) and resulting loadings are found in the matrix designated by *PC$rotation*. The Euclidian distance between samples was calculated in *R* using the *dist* function on the matrix containing genes in columns and time points in rows. A heatmap was generated using the resulting distance matrix with the *heatmap* function in *R*. Hierarchical clustering was performed using Cluster 3.0 (Eisen *et al.* 1998), with uncentered correlation and average linkage. A heatmap was generated from the resulting cluster using TreeView (Saldanha 2004). GO enrichment analysis was performed using GO Slim Mapper at SGD (Cherry *et al.* 2012).

### ESR data

All of the ESR gene expression data were obtained from the Gasch study (Gasch *et al.* 2000). The data presented in this paper are displayed in the following order: 37° heat shock (5, 15, 30, and 60 min); 20 min 37° heat shock (from 17, 21, 25, 29, 33, and 37°), 0.32 mM hydrogen peroxide (10, 20, 30, 40, 50, 60, 80, 100, 120, and 160 min); 1 mM menadione (10, 20, 30, 40, 50, 80, 105, 120, and 160 min); 2.5 mM DTT (15, 30, 60, 120, 240, and 480 min); 1.5 mM diamine (5, 10, 20, 30, 40, 50, 60, and 90 min); 1 M sorbitol (5, 15, 30, 45, 60, 90, and 120 min); amino acid starvation (0.5, 1, 2, 4, and 6 hr); nitrogen depletion (0.5, 1, 2, 4, 8, 12, 24, 48, 72, and 120 hr); diauxic shift (seven consecutive time points); YPD (2, 4, 6, 8, 10, 12, 24, 48, 72, and 120 hr); carbon source (ethanol, galactose, raffinose, sucrose, and fructose); and temperature (15, 17, 21, 25, 29, and 36°). A gene was considered to be part of the ESR if the gene was either originally called by the Gasch study or changed more than twofold in 10 or more of the 13 different treatments.

### Data availability

The GEO series accession number is GSE85595 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE85595).

## Results

### Quantifying mRNA levels during the switch to hypoxia

To study gene expression during the switch from aerobic to hypoxic growth, cells were quickly frozen after 0, 5, 10, 30, 60, 120, 180, and 240 min of hypoxia. The mRNA was isolated and subjected to RNA-seq analysis, as described in the *Materials and Methods*, generating the number of sequencing reads per gene. This analysis was highly reproducible, as shown by comparing gene read counts between 0 and 5 min (Figure S1). 

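Baker's yeast was grown in air and then under nitrogen, and messenger RNA was sequenced at 8 times of hypoxia. The deposit holds 3 such courses, with 1 library for each time in each course and 24 libraries in all. The paper states that 1 replicate of the time course was used for RNA-seq, and 99.8% of the values of Table S1 that could be compared lie within 1% of the scaled counts of course 1, against 21.7% and 19.9% for courses 2 and 3. The copy of Table S1 at hand holds the first 1999 of its 7140 rows. Courses 2 and 3 are not used in the paper, and its text gives no reason. They serve here as replicates, although the labels do not say whether the cultures were grown on different days. The authors mapped the reads to the R64 reference genome with TopHat2 and counted them over 7140 annotated features with HTSeq, so the deposited values are counts. The total count ranged from 4980240 to 10528975 in course 1 with a median of 7735401, from 5771431 to 11145185 in course 2 with a median of 9536702, and from 8712550 to 16346113 in course 3 with a median of 13229241. The paper gives a number of reads per sample before mapping, and the values here use the counted reads. Counts were first treated as in the paper, for each course alone. Each library was scaled to the smallest total of its course, values under 20 were set to 20, and genes of the PAU family were left out. All 24 libraries were then fitted together in edgeR with TMM factors, with time as a factor, for the 6262 genes with enough counts. A gene was called changed at an adjusted p under 0.05 and a fold change of at least 2. Log2 fold changes with a standard error come from this fit over 3 courses, and log2 ratios come from the scaled counts of a single course. TMM and scaling to the total count differ here, since with the total count the median log2 fold change over all genes is higher by 0.12 at 5 min, 0.23 at 30 min, 0.24 at 120 min and 0.26 at 240 min. Changes are therefore relative to the bulk of genes. The paper states that the cells were diluted after the 0 min sample was taken. None of the 24 libraries is from a diluted culture kept in air. Effects of dilution and handling therefore cannot be told apart from those of hypoxia in comparisons with 0 min. The p values over courses cover counting and the spread between courses, not the origin of the cultures. Neither the edgeR fit nor those that leave a course out includes the course as a term, so level differences between courses count as spread. Fits with the course as a block include it.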

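Between 0 and 5 min, a step that also holds the dilution, the cells raised genes of the general stress response and lowered genes that build ribosomes. Such genes respond to many stresses, and both changes usually go with slower growth. Of 28 genes that the environmental stress response (ESR) induces, 19 were higher at 5 min than at 0 min and 9 did not pass the test (21 higher when adjusted over the list alone). TSL1, which encodes a subunit of the trehalose synthase complex, had a log2 fold change of 5.40 (standard error 0.79, adjusted p = 0.00026) in edgeR. Of 68 genes of ribosome biogenesis, 47 were lower and 21 did not pass (49 lower when adjusted over the list alone). Among them, the RNA helicase gene DBP2 had a log2 fold change of -2.11 (standard error 0.32, adjusted p = 0.00033) and the nucleolin gene NSR1 one of -2.14 (standard error 0.34, adjusted p = 0.00044) in the same fit. As sets, the stress genes moved up (fry, adjusted p = 0.0032; adjusted p = 0.091 with an estimated correlation) and the ribosome biogenesis genes moved down (fry, adjusted p = 0.00013). A value with an estimated correlation, here and below, comes from camera, another test. Camera asks whether a list moved more than other genes, and fry makes no such comparison. Over all genes, 198 were higher and 173 lower, and 232 and 122 with scaling to the total count. Without course 2 only 4 genes were called at 5 min, and both sets, DBP2 and NSR1 no longer passed (adjusted p = 0.33, 0.080, 0.16 and 0.15). Without course 3 the 4 values were 0.11, 0.068, 0.14 and 0.18, and 34 genes were called. Without course 1 the count was 778, and with all courses and the course as a block it was 514. At 5 min the stress genes had median log2 ratios of 1.49, 2.63 and 3.93 in courses 1, 2 and 3. The ribosome biogenesis genes had -0.56, -1.25 and -1.41, so each set had the same sign in every course. Across genes, Pearson's r between the counts at 0 and 5 min was 0.991 in course 1, 0.948 in course 2 and 0.935 in course 3, where genes are not independent replicates. Between courses at the same time, r of log2 values was 0.985 to 0.993 for courses 2 and 3 and 0.912 to 0.941 for course 1 against either of them.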

Low read counts are not reliable so, for each gene, we compared the median to the coefficient of variation of counts across time points (Figure S2). Indeed, genes with < 20 read counts showed high variability and thus all read counts <20 were set, or “floored,” to 20.

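In course 1, genes with a median below 5 counts had a median coefficient of variation over the 8 times of 1.47, and those from 5 to 20 counts one of 0.584. It was 0.372 from 20 to 100 counts, 0.218 from 100 to 1000 and 0.191 above. Courses 2 and 3 showed the same order, with 1.63 and 1.92 below 5 counts and 0.646 and 0.796 from 5 to 20 counts. Part of this variation may be the response itself, since the times differ in condition, and these values cannot separate it from noise. DAN1, ANB1 and HUG1 are examples of genes at the floor at 0 min in course 1, so their fold changes in that course are lower bounds. In courses 1, 2 and 3, 19.9%, 25.1% and 23.9% of values were below 20 and were raised to it.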

Next, we examined the global change in gene expression during hypoxia by performing a PCA on all genes (Figure 1A). This analysis shows that there are large expression changes from 0 to 120 min. However, from 120 to 240 min, the changes are not as pronounced as shown by the closer proximity of the points. Thus, we conclude that most of the change occurs within the first 120 min of hypoxia and then a new steady-state of gene expression (*i.e.*, a hypoxic state) is reached. In addition, by observing expression at multiple times within 240 min, we were able to capture a large portion of the change that occurs during the switch from aerobic to hypoxic growth. 

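By 120 min, cells that can no longer respire had lowered genes of the respiratory chain and raised genes that bring in sterols, whose synthesis needs oxygen, and genes of cell wall mannoproteins. Of 24 genes of the respiratory chain, 15 were lower at 120 min, none was higher and 9 did not pass the test in edgeR (16 lower when adjusted over the list alone). CYC1, encoding cytochrome c, had a log2 fold change of -4.17 (standard error 0.78, adjusted p = 0.00092), and the external NADH dehydrogenase gene NDE1 one of -4.14 (standard error 0.95, adjusted p = 0.0045). All 6 genes of the DAN/TIR family were higher, among them TIR1 with 6.78 (standard error 0.53, adjusted p = 1.4e-07). Of 10 genes of sterol uptake and esterification, 4 were higher and 1 was lower (5 and 1 when adjusted over the list alone). HES1, a sterol-binding protein gene, had a log2 fold change of 6.09 (standard error 0.40, adjusted p = 2.4e-08). Each of the 3 sets moved one way on balance (fry, adjusted p = 1.5e-05, 6.2e-06 and 6.2e-06; with an estimated correlation 0.033, 0.013 and 0.013). Over all genes, 315 were higher and 336 lower at 120 min, and 449 and 185 with scaling to the total count. The number called was 1082 without course 1, 81 without course 2 and 223 without course 3. Over all genes of course 1, the Euclidean distance from 0 to 120 min was 60.0 and that from 120 to 240 min 33.1, a ratio of 0.551. The ratio was 0.443 in course 2 and 0.504 in course 3 (mean 0.500 ± 0.0541, SD, n = 3 courses). From the closer points from 120 to 240 min in its principal component plot, the paper concludes that most of the change takes place in the first 120 min and that a new steady state, a hypoxic state, is then reached.

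**Figure D1:**
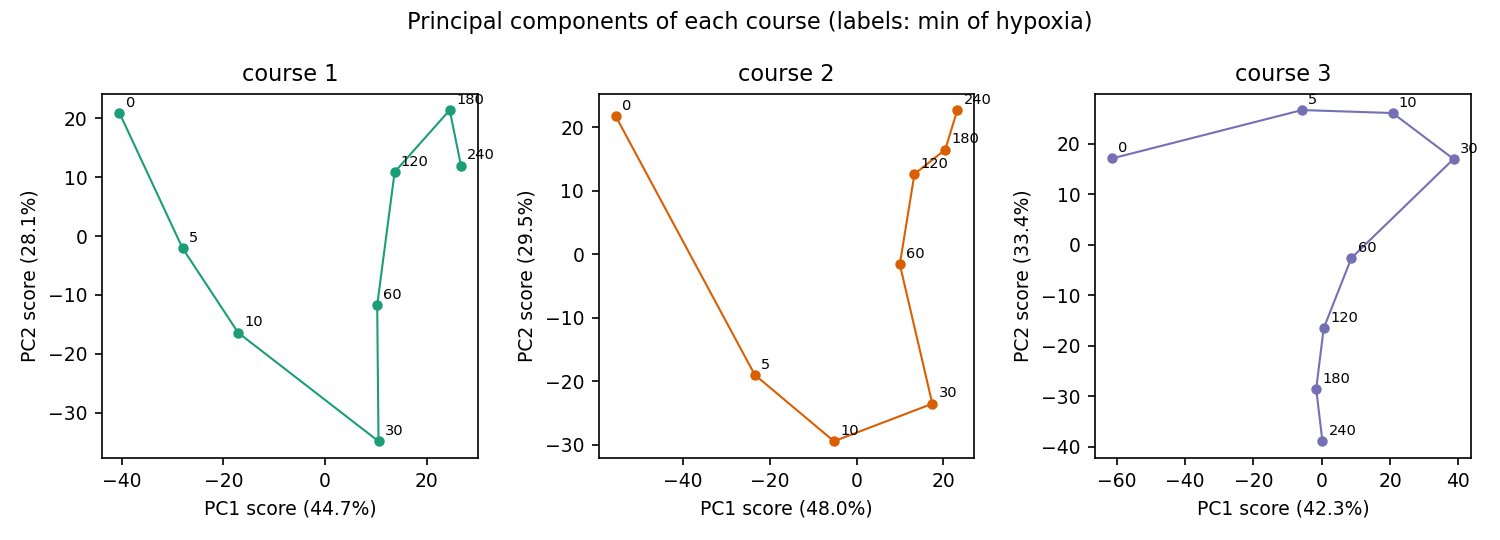
Scores of the 8 times on PC1 and PC2 in each course, with the share of variance on each axis and the min of hypoxia beside each point. In courses 1 and 2 the times from 120 to 240 min lie close together at the right. In course 3 PC1 is highest at 30 min, and PC2 rises to 5 min and then falls to the end.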

One caveat to this analysis is that the first two components displayed in Figure 1A only comprise 73% of the variance and thus don’t represent the true distances between time points. Therefore, we calculated the Euclidian distances between each pair of time points and displayed the distance matrix as a heatmap (Figure S3A). This graph supports our conclusion that the last three time points (120–240 min) are highly similar to each other and less similar to earlier time points.

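Between 120 and 240 min a few genes still moved by a large factor, some of them genes of the cell wall. In edgeR, 10 genes were higher and 9 were lower at 240 min than at 120 min. TIR4 rose by a log2 fold change of 2.53 (standard error 0.47, adjusted p = 0.012) and TIR3 by 2.51 (standard error 0.49, adjusted p = 0.022), and both encode cell wall mannoproteins of anaerobic cells. PBI1 rose by 2.15 (standard error 0.29, adjusted p = 0.00092). CWP2, a mannoprotein gene of aerobic cells, had -3.29 (standard error 0.27, adjusted p = 1.7e-06), and the ceramidase gene YPC1 -3.21 (standard error 0.56, adjusted p = 0.0082). The count was 64 with the course as a block, 45 with DESeq2, 83 without course 1, 2 without course 2 and 1 without course 3. TIR4, TIR3, PBI1 and YPC1 did not pass without course 2 (adjusted p = 0.64, 1.00, 0.25 and 0.40) or without course 3 (adjusted p = 0.66, 0.77, 0.30 and 0.86). In course 1 the Euclidean distances among 120, 180 and 240 min were 33.1 to 41.7, and those from these times to earlier ones 35.6 to 71.7. The 2 ranges were 26.2 to 32.5 and 31.0 to 82.1 in course 2, and 31.1 to 37.8 and 31.8 to 86.2 in course 3. In each course they overlap, and the lowest distance to an earlier time was that between the neighbouring times 60 and 120 min. Thus 120 min lies nearer to 60 min than to at least 1 later time.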

**Figure 1:**
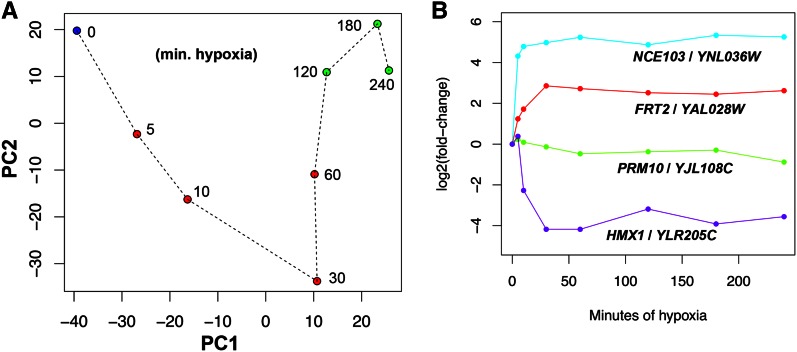
The gene expression response to hypoxia. (A) Principal component analysis to monitor global gene expression change during the switch to hypoxic growth. Log2 fold changes of normalized and floored count data were used. The aerobic time point (0 min) is in blue, middle time points (5, 10, 30, and 60 min) are in red, and late time points (120, 180, and 240 min) are in green. PC1 and PC2 captured 45 and 28%, respectively, of the variability in gene expression. (B) The hypoxic response of four different genes, as determined by our RNA-seq data. The read counts were normalized to time 0 and the ratios were log2 transformed. Though subtle, the *PRM10* gene shows a twofold change between the 5 and 240 min samples. min., minutes; RNA-seq, RNA sequencing.

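PC1 and PC2 of course 1 held 44.7% and 28.1% of the variance. They held 48.0% and 29.5% in course 2, and 42.3% and 33.4% in course 3. Over the 3 courses the means were 45.0 ± 2.87 and 30.3 ± 2.74 (SD, n = 3 courses). In course 1, DAN1 and ANB1 had 2 of the 4 largest loadings on PC2 in size, 0.123 and 0.0795, and loadings of 0.132 and 0.127 on PC1. CYC1 had a loading of -0.0949 on PC1 and 0.0110 on PC2.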

### Identifying time-dependent genes

To identify genes that change expression as a function of time during hypoxia, we employed DESeq2 (Love *et al.* 2014) as described in the *Materials and Methods*. This method found 703 genes with a maximum fold-change of ≥2 during the time course. However, DESeq2 did not appear to identify all genes that respond to hypoxia, including three genes (*NCE103*, *FRT2*, and *PRM10*) that exhibited time-dependent changes here (Figure 1B) and were previously shown to be oxygen-regulated (Hickman and Winston 2007; Hickman *et al.* 2011). Thus, in order to capture these and other time-dependent genes not detected by DESeq2, we developed a permutation-based method, AutoCor, to test the importance of time (see *Materials and Methods*). 

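Respiration and heme synthesis both use oxygen, so their genes are of interest here. In course 1, 2868 genes had a largest value of at least 2 times the smallest. The likelihood ratio test of DESeq2, with time and its square against no time, called 702 of them. The quadratic form fits a steady rise or fall, or a single turn. The same quadratic in edgeR called 448. Over the 3 courses, edgeR with time as a factor called 649 genes whose largest change from 0 min was up and 702 whose largest change was down, and 820 and 524 with scaling to the total count. The heme gene HEM13 and the cytochrome oxidase gene COX5B were among them, with log2 fold changes at 240 min of 4.54 (standard error 0.46, adjusted p = 1.2e-06) and 3.29 (standard error 0.50, adjusted p = 7.0e-05). The number called over time was 2045 with the course as a block, 2278 without course 1, 350 without course 2 and 490 without course 3.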

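NCE103 encodes carbonic anhydrase, FRT2 a protein of the endoplasmic reticulum membrane and PRM10 a membrane protein regulated by pheromone. NCE103 (YNL036W, chromosome XIV from 559814 to 560479) had log2 ratios to 0 min of 4.32, 1.79 and 1.85 in courses 1, 2 and 3 already at 5 min, and of 5.26, 4.51 and 3.22 at 240 min. In edgeR its log2 fold change at 240 min was 4.31 (standard error 0.85, adjusted p = 0.00084), and it did not pass without course 2 (adjusted p = 0.076). FRT2 (YAL028W, chromosome I from 92900 to 94486) rose in every course, with log2 ratios of 2.62, 3.65 and 3.28 at 240 min and a log2 fold change of 3.01 (standard error 0.34, adjusted p = 3.5e-06) in edgeR. PRM10 (YJL108C, chromosome X from 217705 to 218856) had scaled counts between 20 and 100 in course 1. Its log2 ratios were 0.23, 1.08 and 0.45 at 5 min and -0.88, 0.13 and -1.53 at 240 min, with no common direction at 240 min. Its change over time did not pass in edgeR (adjusted p = 0.12), and passed with the course as a block (adjusted p = 0.036).

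**Figure D2:**
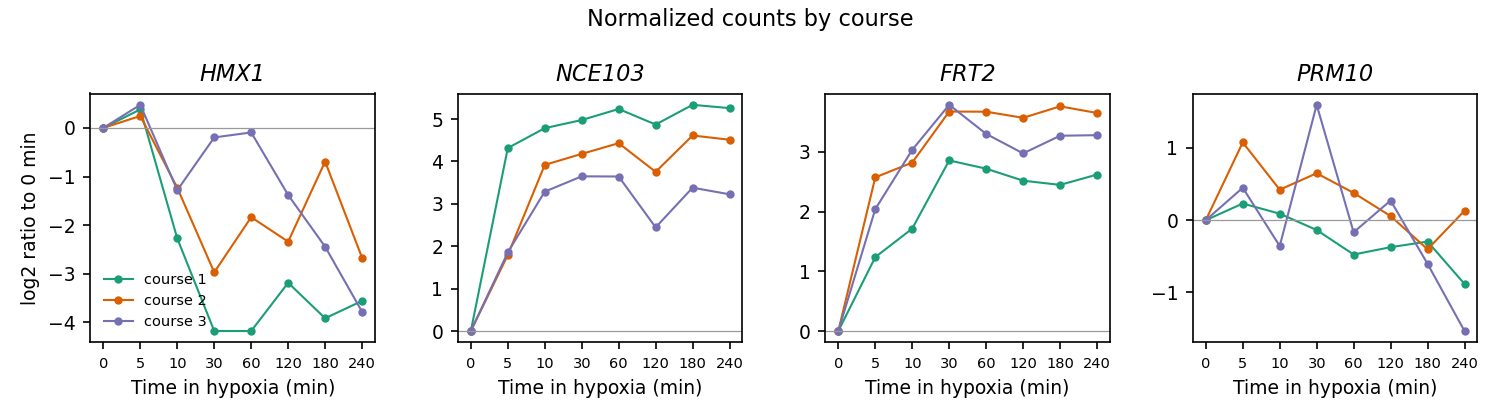
Log2 ratio of scaled counts to 0 min against time of hypoxia in min for HMX1, NCE103, FRT2 and PRM10, 1 line per course and 1 library per point. NCE103 and FRT2 rise in all 3 courses and PRM10 stays within about 1 or 2 log2 units of its start.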

AutoCor identifies genes with significantly high autocorrelation, signifying that expression changed smoothly over time. The AutoCor method identified 580 genes, including the *NCE103*, *FRT2*, and *PRM10* genes. We compared the AutoCor and DESeq2 methods using a Venn diagram (Figure 2A) and found that 467 genes were picked up by both methods (greater than the 61 expected if each method identified a random set of genes). In addition, the DESeq2 and AutoCor methods identified 236 and 113 unique genes, respectively, so that 816 genes showed significant time-dependence and thus were deemed oxygen-regulated.

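AutoCor asks whether neighbouring times resemble each other more than times in a random order. Computed on the scaled counts of course 1 as the lag-1 autocorrelation against all 40320 orders of the 8 times, it called 206 genes. Among the 3 genes of interest, the adjusted p was 0.10 for NCE103, 0.11 for FRT2 and 0.084 for PRM10. DESeq2 and AutoCor together called 192 genes, where 21.6 would be shared if the calls fell at random over all genes. DESeq2 alone called 510 and AutoCor alone 14, so that 716 genes were called by either method. Genes called by both methods include HEM13, ANB1, NDE1 and CWP2, and 82.8% of the 192 were called in courses 2 and 3 in the same direction. The share was 67.8% for genes called by DESeq2 alone. Of the 14 called by AutoCor alone, 3 were. AutoCor called 18 genes on course 2 and none on course 3. The form with Pearson's correlation of neighbouring log2 values, chosen after the values were seen, called 580, 798 and 496 on courses 1, 2 and 3. On course 1 it shared 467 genes with DESeq2.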

**Figure 2:**
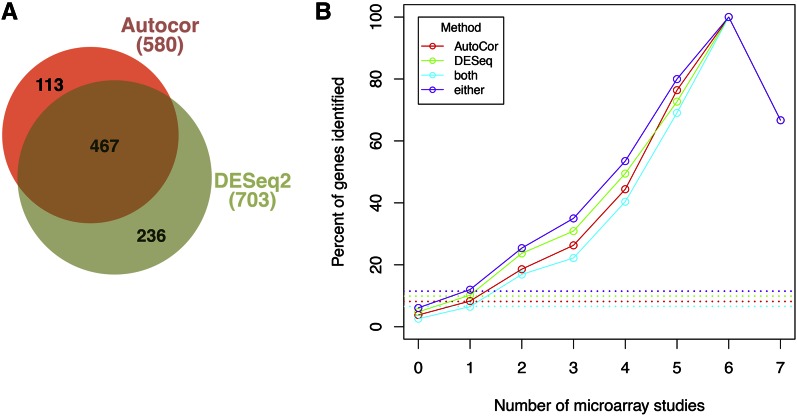
Identifying genes that respond to hypoxia in a time-dependent manner. (A) A Venn diagram showing that the two statistical methods used in this study detected largely overlapping sets of genes. The total number of genes detected by each method is shown in parentheses. (B) Our RNA-seq and statistical methods were more likely to identify well-known oxygen-regulated genes. The *x*-axis represents the number of independent microarray studies in which a gene was shown to be oxygen-regulated (as calculated in Table S3). The *y*-axis represents the percentage of those genes that were identified by the indicated method (both = AutoCor and DESeq2; either = AutoCor or DESeq2). The four curves overlap at *x* = 6 and *x* = 7. Each dotted line shows the percentage of genes in the genome that are detected by the indicated method. RNA-seq, RNA sequencing.

Several microarray studies have been performed to find oxygen-regulated genes in *S. cerevisiae* (ter Linde *et al.* 1999; Ter Linde and Steensma 2002; Kwast *et al.* 2002; Becerra *et al.* 2002; Lai *et al.* 2005, 2006; Hickman and Winston 2007; Hickman *et al.* 2011) and we examined how well the current RNA-seq experiment detected the same genes (Figure 2B). First, we determined how many previous studies (0–7) found a gene to be oxygen-regulated (Table S3). Second, we calculated the percentage of these genes that were identified in the current RNA-seq experiment. Confirming that our methods were more likely to detect known oxygen-regulated genes, as the number of studies increases, the percentage identified also increases (Figure 2B, solid lines). In other words, we were more likely to identify a gene as oxygen-regulated the more times it had been observed previously. This relationship would not be expected if our analysis picked up a set of random genes (dotted lines). Moreover, genes that were not observed as oxygen-regulated previously (0 studies) were found here at a lower percentage than expected.

Our analysis so far has shown that we identified many of the known oxygen-regulated genes, but we wanted to know if our analysis missed any true oxygen-regulated genes. First, of the 11 genes found to be oxygen-regulated in six or seven previous microarray studies, we identified 10 here. 

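Among the 11 genes found in 6 or 7 earlier studies are genes of heme synthesis and breakdown, respiration, iron uptake and the anaerobic cell wall. HEM13, COX5B and HMX1 were found in 7 studies, and CYC1, FET3, AAC3, DAN1, TIR2, EUG1, FRD1 and OYE2 in 6. Over the 3 courses the iron transport gene FET3 had a log2 fold change at 240 min of -4.34 (standard error 0.71, adjusted p = 0.00014) in edgeR, the ADP/ATP carrier gene AAC3 4.27 (standard error 0.40, adjusted p = 4.8e-07), the mannoprotein gene TIR2 3.10 (standard error 0.29, adjusted p = 5.6e-07) and the fumarate reductase gene FRD1 1.90 (standard error 0.31, adjusted p = 0.00014). EUG1, for a protein disulfide isomerase, had 2.25 (standard error 0.25, adjusted p = 2.7e-06). OYE2 did not pass, with 0.90 (standard error 0.37, adjusted p = 0.086), and passed with the course as a block (adjusted p = 8.9e-06). FRD1 did not pass without course 2 (adjusted p = 0.059).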

Examination of the RNA-seq data shows that the one missed gene, *HMX1*, does indeed exhibit a rapid time-dependent response (Figure 1B). In fact, the AutoCor p-value was low (adjusted p=0.052), suggesting mild time-dependence. 

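HMX1 (YLR205C, chromosome XII from 552724 to 553677) encodes heme oxygenase, which degrades heme with oxygen and releases iron. Its scaled count in course 1 was 362 at 0 min and 30.7 at 240 min, from 192 to 30.2 in course 2 and from 275 to the floor in course 3. The courses differed in timing, with log2 ratios at 30 min of -4.18, -2.97 and -0.20 in courses 1, 2 and 3. At 240 min the log2 fold change was -3.74 (standard error 1.04, adjusted p = 0.012) in edgeR. It did not pass without course 2 (adjusted p = 0.15) or without course 3 (adjusted p = 0.054). AutoCor on course 1 gave an adjusted p of 0.065, and 0.052 in the form with Pearson's correlation of neighbouring log2 values.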

Second, we examined RNA-seq expression of the 11 genes identified as oxygen-regulated in five previous microarray studies but not here (Figure S4). This revealed two categories of genes. First, in agreement with our time-dependence analysis, six genes (*SFM1*, *FMP23*, *CYB2*, *FET4*, *HSP60*, and *PRY1*) showed little response. These genes do not respond to hypoxia in the strain or conditions used here. 

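The 6 genes have unlike functions, among them a protein methyltransferase (SFM1), a low-affinity iron transporter (FET4), a mitochondrial chaperone (HSP60) and lactate dehydrogenase (CYB2). Over the 3 courses, SFM1 and FET4 passed the test over time in edgeR and the other 4 did not. SFM1 fell in every course by 30 min, with log2 ratios of -1.10, -2.08 and -2.12 in courses 1, 2 and 3 and a log2 fold change of -1.94 (standard error 0.37, adjusted p = 0.00044). It missed the threshold without course 2 (adjusted p = 0.056). FET4 was lower at 5 min, by -0.89 (standard error 0.26, adjusted p = 0.036), which is below the minimum of 2-fold. HSP60 had log2 ratios at 240 min of 0.74, 1.58 and 1.74, an adjusted p over time of 0.34 and of 0.00019 with the course as a block. CYB2 ranged over 1.84-fold in course 1, 11.0-fold in course 2 and 9.39-fold in course 3, with an adjusted p over time of 0.47 and of 0.027 with the course as a block. PRY1 passed with that block as well (adjusted p = 0.00023, against 0.13). FMP23 had counts near the floor and an adjusted p over time of 0.81.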

Second, five genes (*GSY1*, *HSP12*, *EMI2*, *MSC1*, and *SDS24*) changed by more than fourfold but were not detected as oxygen-regulated. These genes all exhibit rapid induction that may be difficult to detect with methods that test for time-dependence, because only one time point varies substantially from the others. For example, the *GSY1* gene showed a ∼16-fold induction within 5 min of hypoxia and remained highly expressed throughout the time course. 

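GSY1 (YFR015C, chromosome VI from 174265 to 176391) encodes a glycogen synthase, and glycogen and trehalose are stores that yeast builds under stress. Its scaled count in course 1 was 42.6 at 0 min, 614 at 5 min and 548 at 240 min. The log2 ratios at 5 min were 3.85, 5.86 and 6.92 in courses 1, 2 and 3, and the log2 fold change over the courses was 5.79 (standard error 0.92, adjusted p = 0.00047) in edgeR. EMI2, MSC1 and SDS24 were also higher at 5 min, by 3.16 (standard error 0.50, adjusted p = 0.00044), 2.07 (standard error 0.39, adjusted p = 0.0020) and 2.86 (standard error 0.60, adjusted p = 0.0044). HSP12, for a membrane protein of stressed cells, peaked at 30 min with log2 ratios of 6.30, 6.04 and 8.69 and was down to 3.02, 2.63 and 3.66 at 240 min. Of 16 genes of glycogen and trehalose, 10 were higher at 5 min, 13 at 30 min and 8 at 240 min, and none was lower (13, 14 and 12 when adjusted over the list alone). As a set they moved up at 5, 30 and 240 min (fry, adjusted p = 0.016, 0.0019 and 0.0099), with adjusted p = 0.21, 0.56 and 0.34 with an estimated correlation. At 5 min GSY1, EMI2, MSC1 and SDS24 did not pass without course 2 (adjusted p = 0.17, 0.16, 0.14 and 0.39) or without course 3 (adjusted p = 0.097, 0.094, 0.094 and 0.26). The set's adjusted p at 5, 30 and 240 min was 0.51, 0.15 and 0.18 without course 2, and 0.38, 0.049 and 0.11 without course 3.

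**Figure D3:**
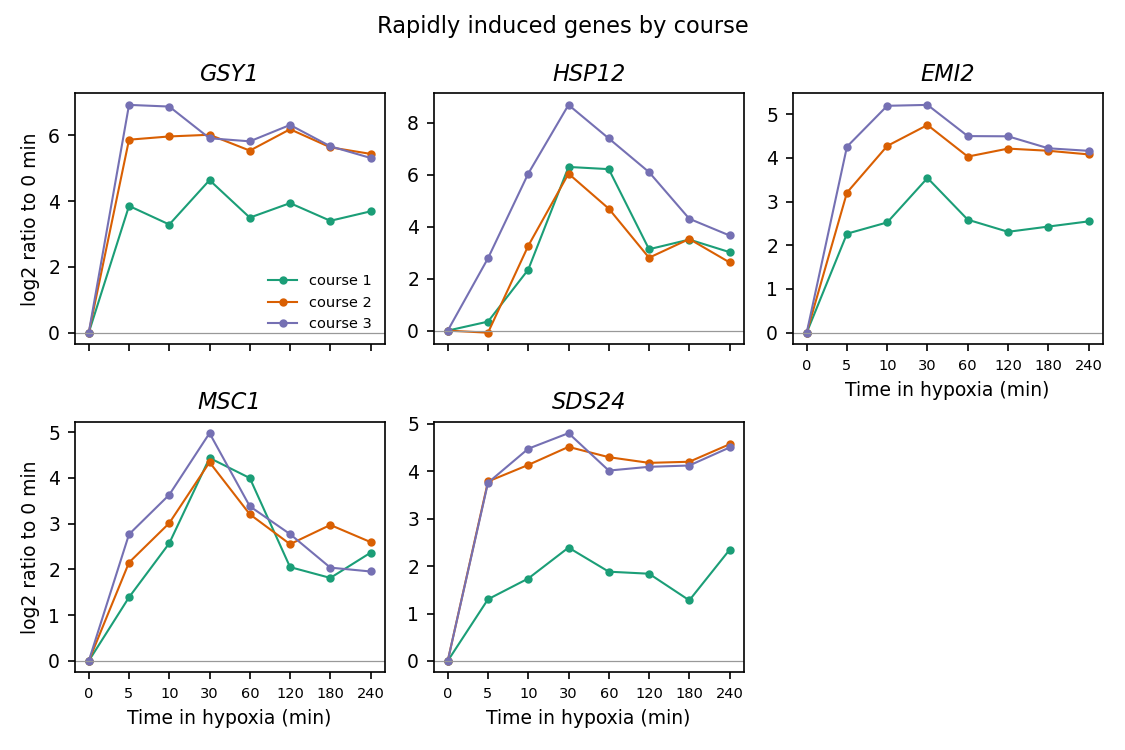
Log2 ratio of scaled counts to 0 min against time of hypoxia in min for GSY1, HSP12, EMI2, MSC1 and SDS24, 1 line per course and 1 library per point. GSY1, EMI2 and SDS24 rise by 5 min in every course and stay high, while HSP12 and MSC1 peak at 30 min.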

We confirmed that this induction is reproducible using RT-qPCR (Figure 3). Thus, our statistical methods were not able to identify a subset of genes, but detected the vast majority of well-known oxygen-regulated genes (Figure 2B).

**Figure 3:**
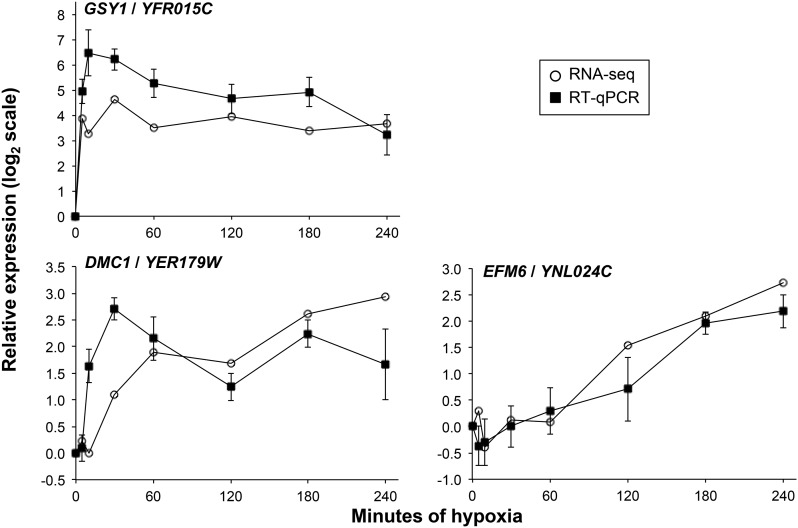
RT-qPCR analysis confirms RNA-seq results showing that *GSY1*, *DMC1*, and *EFM6* respond to hypoxia. The indicated gene was normalized to *FLC3*/*YGL139W*, which does not change during hypoxia (Table S1). qPCR was always performed on a no-RT control with negative results. Shown are means and SE of the mean for *n* = 3. Also shown is the relative expression using the RNA-seq read counts generated in the current study. RNA-seq, RNA sequencing; RT-qPCR, reverse transcription-quantitative polymerase chain reaction.

In addition, we discovered many new oxygen-regulated genes (statistics for all genes are shown in Table S1). Of the 4387 genes that were not observed as oxygen-regulated in any microarray study, we found 266 genes as oxygen-regulated here. To show that we were able to identify new oxygen-regulated genes, we used RT-qPCR to confirm that two of these genes, *DMC1* and *EFM6*, were indeed induced by hypoxia (Figure 3). 

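DMC1 (YER179W, chromosome V from 548421 to 549517) encodes a recombinase of meiosis and EFM6 (YNL024C, chromosome XIV from 587107 to 587847) a methyltransferase of a translation factor. The RT-qPCR values are not among the deposited files. In the RNA-seq counts of course 1, DMC1 went from the floor of 20 to 152 at 240 min, a log2 ratio of at least 2.93. In courses 2 and 3 it was at the floor at both times, and the test at 240 min did not pass (log2 fold change 2.41 (standard error 1.74, adjusted p = 0.39) in edgeR). EFM6 had log2 ratios at 240 min of 2.72, 0.90 and 1.24 in courses 1, 2 and 3. In courses 2 and 3 it was first lower, with log2 ratios at 5 min of 0.29, -2.31 and -1.65. Its change over time passed in edgeR (adjusted p = 0.0011), while 240 min against 0 min gave 1.4 (standard error 0.59, adjusted p = 0.099) and passed only with the course as a block (adjusted p = 0.0079) and without course 1 (adjusted p = 0.038). FLC3, the gene used to scale the RT-qPCR, had log2 ratios at 240 min of 0.34, -0.00 and -0.23. At 30 min its log2 fold change was -0.51 (standard error 0.17, adjusted p = 0.030), below the 2-fold minimum. Of 12 genes of early meiosis, 2 were higher at 240 min and 10 did not pass (1 higher when adjusted over the list alone; fry, adjusted p = 0.12). With the course as a block the set moved up (adjusted p = 0.00045; adjusted p = 0.22 with an estimated correlation).

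**Figure D4:**
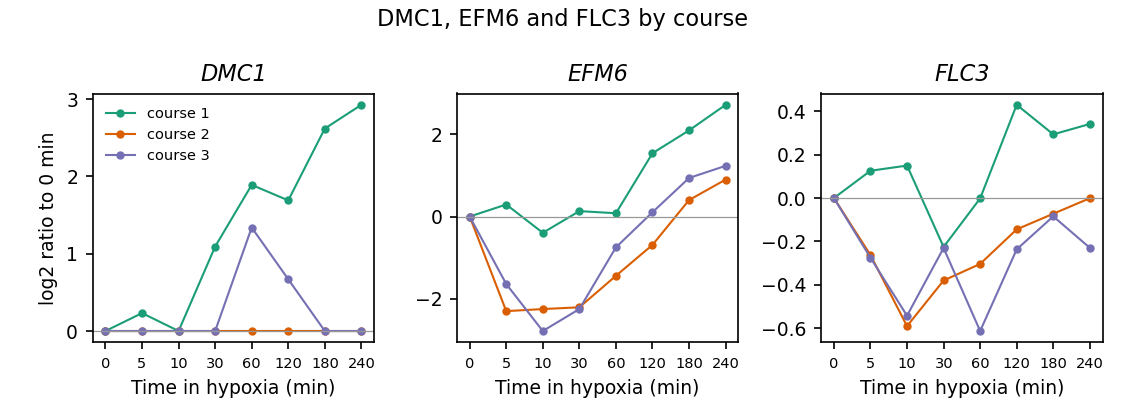
Log2 ratio of scaled counts to 0 min against time of hypoxia in min for DMC1, EFM6 and FLC3, 1 line per course and 1 library per point. DMC1 rises to 2.93 in course 1 and stands at 0.00 at 240 min in courses 2 and 3.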

Interestingly, *EFM6* (a putative S-adenosylmethionine-dependent lysine methyltransferase) and *DMC1* (a meiosis-specific recombinase required for double-strand break repair) both have orthologs in humans (*METTL21A* and *DMC1*, respectively).

We were surprised to identify such a large number of genes as oxygen-regulated, even though these genes had never or rarely been observed before. Of the 816 genes identified here, only 192 genes were detected as significantly oxygen-regulated in at least three previous microarray studies (Figure S5). This means that 624 genes were not consistently detected by microarrays. One hypothesis for why we identified these genes is that RNA-seq and our time-course analysis were able to identify genes with lower mRNA levels. Supporting this hypothesis, genes identified as regulated in this study were on average expressed lower than genes identified in microarray studies (Figure S6A). Further, the genes only identified in our study were on average expressed lower than genes identified both here and in microarray studies (Figure S6B). Thus, the sensitivity of RNA-seq and time-course analysis allowed us to uncover many additional oxygen-regulated genes.

### Description of the 816 time-dependent genes

In order to explore how the set of oxygen-regulated genes changes during the hypoxic response, we performed PCA (Figure 4A). Strikingly, the PCA pattern of this set is very similar to the pattern for all genes (Figure 1A), suggesting that the oxygen-regulated genes exhibit large changes in the first 2 hr followed by small changes. This is supported by a heatmap showing that the Euclidian distances between the last three time points is very small compared to their distances to earlier time points (Figure S3B). Thus, the oxygen-regulated genes appear to achieve a new “hypoxic” steady-state level of expression.

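In the 716 genes called by either method on course 1, PC1 held 78.2% and PC2 10.9% of the variance. The same genes gave 73.4% and 12.6% in course 2 and 69.8% and 15.0% in course 3 (means 73.8 ± 4.20 and 12.8 ± 2.06, SD, n = 3 courses). The genes were chosen on course 1, so its shares are not independent of the choice. The set holds genes that keep rising, such as DAN1 and HEM13, beside aerobic genes such as CYC1 and NDE1. In course 1 the Euclidean distances among 120, 180 and 240 min were 15.4 to 18.5, and those from these times to earlier ones 18.0 to 50.5. In courses 2 and 3 the distances among the late times were 12.1 to 18.2 and 15.0 to 23.9, and those to earlier times 17.5 to 49.9 and 17.3 to 53.0. The lowest distance to an earlier time is thus below the highest among late times in each course, and is that between the neighbouring times 60 and 120 min.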

**Figure 4:**
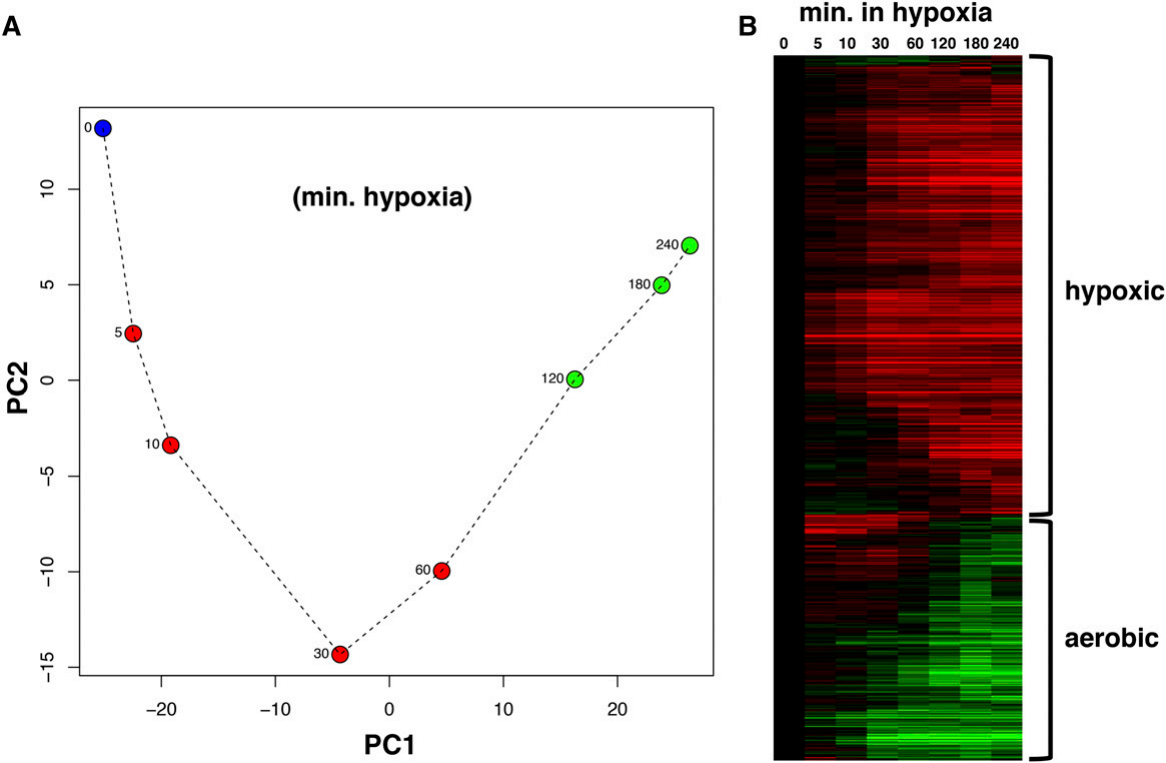
The hypoxic response of 816 genes that we identified as time-dependent. (A) Principal component analysis of the oxygen-regulated genes. This was performed and presented as in Figure 1A. PC1 and PC2 captured 75 and 14%, respectively, of the variability in gene expression. (B) Heatmap showing expression of the oxygen-regulated genes. Gene expression was normalized to time 0 (aerobic conditions) on a log2 scale. The matrix was subject to hierarchical clustering of the genes. The most intense red bar represents an increase by ∼550-fold while the most intense green bar represents a decrease by ∼52-fold. min., minutes.

Next, we wanted to examine the kinetics of mRNA levels for the oxygen-regulated genes and thus displayed fold changes in a heatmap (Figure 4B). The 293 aerobic genes (repressed during hypoxia) and 523 hypoxic genes (induced during hypoxia) are indicated in the heatmap. 

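A gene was called hypoxic here when its largest value came after its smallest, and aerobic otherwise. The paper states no such rule, and of the 157 called genes with a mark in the rows of Table S1 at hand, 151 had the same mark. Of the 716 genes called on course 1, 439 were hypoxic and 277 aerobic. HEM13, ANB1 and UPC2 are hypoxic examples, with log2 ratios at 240 min in course 1 of 5.57, 7.62 and 3.40. NDE1, CWP2 and CYC1 are aerobic examples, with -5.34, -4.81 and -5.30. In courses 2 and 3, which had no part in the choice, 508 of the 716 genes were called by edgeR in the same direction (71.0%, 95% Wilson interval 67.5 to 74.2, which treats genes as independent and holds no spread between courses). Of the hypoxic genes 296 were, and of the aerobic genes 212. Of the 2152 genes with a 2-fold change in course 1 that neither method called, 1117 were called in courses 2 and 3 in the same direction (51.9%). When the genes were instead chosen on course 2 or on course 3 and tested in the remaining courses, the share was 26.7% and 35.4%, against 8.37% and 10.9% of the 2-fold genes that neither method called there. Those tests hold course 1 and called 350 and 490 genes over time, against 2278 without course 1. Of the tested genes, 98.95% and 98.09% changed with the same sign, against 95.28% of those chosen on course 1. No such value was computed for the genes that neither method called.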

The responsive genes exhibit varying kinetics, with changes occurring early or late during the response. For example, the well-known hypoxic gene *DAN1* (delayed anaerobic 1) does not change expression until 60 min, while the well-known aerobic gene *CYC1* (cytochrome c 1) responds within 10 min. 

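DAN1 (YJR150C, chromosome X from 708811 to 709707) encodes a cell wall mannoprotein made without oxygen. Its log2 ratios at 60 min were 2.70, 3.67 and 1.99 in courses 1, 2 and 3, and 9.10, 9.09 and 7.93 at 240 min. At 60 min its log2 fold change did not pass, with 2.45 (standard error 1.08, adjusted p = 0.14) in edgeR, and passed with the course as a block (adjusted p = 0.00023). At 240 min it was 8.26 (standard error 1.38, adjusted p = 0.00018). In course 1 its count at 0 min was at the floor, so the ratios of that course are lower bounds. CYC1 (YJR048W, chromosome X from 526335 to 526664) had log2 ratios at 10 min of -1.0, -0.74 and -0.70 and at 30 min of -5.24, -4.52 and -2.65. The change at 10 min did not pass (adjusted p = 0.45 in edgeR, and 0.18 with the course as a block), and that at 30 min did, with -4.00 (standard error 0.77, adjusted p = 0.00054). Over all genes, 237 that were changed at 240 min had an adjusted p at 30 min that was not under 0.05, and DAN1 is one of them. Another 76 were changed at 30 min and not at 240 min, with 240 min against 30 min called, of which 46 were higher and 30 lower at 30 min. Both counts come from the fit without the course as a block, which called 1117 genes at 30 min against 1364 with it. A missed test does not show that a gene was unchanged.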

Consistent with the PCA analyses, most expression changes occur from 0 to 120 min. For most genes, a new steady-state expression level is established by 120 min, as shown by minor expression changes between 120 and 240 min.

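Genes that moved between 30 and 240 min were tested directly, at 240 min against 30 min. Genes of the respiratory chain fell, with 13 of 24 lower and none higher (15 lower when adjusted over the list alone; fry, adjusted p = 8.2e-06; 0.0058 with an estimated correlation). All 6 DAN/TIR genes rose, by log2 fold changes of 2.37 to 9.78. Of 23 genes of ergosterol synthesis, 11 of which were lower at 30 min than at 0 min, 8 rose from 30 to 240 min and 1 fell (9 and 1 when adjusted over the list alone; fry, adjusted p = 0.0045; adjusted p = 0.19 with an estimated correlation). The set did not pass without course 2 or course 3 (adjusted p = 0.12 and 0.079). Over all genes 200 were higher and 188 lower at 240 min than at 30 min, or 388 in all. The number was 625 with the course as a block, 682 without course 1, 77 without course 2 and 92 without course 3.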

Gene expression levels changed dramatically during hypoxia, as determined by calculating the maximum fold change for each gene (Figure S7). The greatest increase in expression was almost 550-fold, while the greatest decrease was almost 52-fold. 

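Genes with the largest changes include DAN1, TIR1 and TIR4 of the anaerobic cell wall, the sterol-binding gene HES1 and the respiration genes NDE1 and CYC1. In course 1 the ratio of the largest to the smallest value was 550 for DAN1, 339 for TIR1, 335 for HES1, 210 for ANB1 and 172 for TIR4. Among aerobic genes it was 51.9 for NDE1, 45.1 for FRE1, 40.5 for CYC1 and 30.5 for CWP2. DAN1 was also first in courses 2 and 3, with 1043 and 890. The largest aerobic ratio was 54.1 for PRM7 in course 2 and 161 for HAP4 in course 3. Values at the floor of 20 make several of these, including DAN1 in course 1 and CYC1 in courses 2 and 3, lower bounds. Over the courses, TIR1 had a log2 fold change at 240 min of 7.46 (standard error 0.55, adjusted p = 2.4e-08) in edgeR, and CWP2 -4.95 (standard error 0.30, adjusted p = 1.8e-09). FRE1 had log2 ratios at 240 min of -4.84, -1.50 and -1.32 in courses 1, 2 and 3, and its -3.79 (standard error 0.80, adjusted p = 0.0014) did not pass without course 2 (adjusted p = 0.050).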

The top induced and top repressed genes are all well-known oxygen-regulated genes (Figure S7). These fold changes are greater than observed previously; for example, *DAN1*, which changed 550-fold here, was previously shown with microarray analysis to change 40-fold (Hickman *et al.* 2011). Not only does RNA-seq allow a more accurate quantitation of fold changes, but time-course analysis increases the chances of identifying the time when expression change is greatest.

### Cellular processes affected by hypoxia

The change from aerobic to hypoxic growth is expected to cause large changes in metabolism as well as alter expression of many genes involved in oxygen-dependent processes (Butler 2013). Previously, many studies have found that the expression of several cell wall, lipid, and respiration genes is changed during hypoxia (Burke 1997; ter Linde *et al.* 1999; Abramova *et al.* 2001a; Ter Linde and Steensma 2002; Lai *et al.* 2005). We used GO enrichment analysis (Cherry *et al.* 2012) to determine which processes were more than twofold enriched in the hypoxic or aerobic sets of genes (Table S4). 

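Sterols and unsaturated fatty acids need oxygen for their synthesis, and electron transport loses its last acceptor without it. Lipids were not measured here. At 240 min, 16 of 24 genes of the respiratory chain were lower and none was higher (17 lower when adjusted over the list alone; fry, adjusted p = 2.1e-07; 0.017 with an estimated correlation). COX5A had -4.32 (standard error 1.38, adjusted p = 0.028) in edgeR, while COX5B, the isoform of anaerobic cells, rose. COX5A did not pass without course 2 (adjusted p = 0.36). Of 10 genes of sterol uptake and esterification 6 were higher and 1 was lower (7 and 1 when adjusted over the list alone; fry, adjusted p = 8.9e-08), with AUS1, a sterol importer gene, at 3.98 (standard error 0.28, adjusted p = 1.6e-08) and ARE2, a sterol acyltransferase gene, at -2.45 (standard error 0.40, adjusted p = 0.00013). Ergosterol synthesis moved down on balance over the courses, with 1 of 23 genes higher and 6 lower (1 and 7 when adjusted over the list alone; fry, adjusted p = 0.0099; adjusted p = 0.45 with an estimated correlation), and the set did not pass without course 2 or course 3 (adjusted p = 0.10 and 0.27). Its median log2 ratios were 0.11, -0.15 and -0.21 in courses 1, 2 and 3, so the courses did not share a sign. ERG5 had -4.33 (standard error 0.44, adjusted p = 1.1e-06) and HMG2 1.23 (standard error 0.36, adjusted p = 0.018). The lists of Table S4 were chosen on course 1, so their values are given for courses 2 and 3 alone. There, 25 of 48 hypoxic genes of lipid metabolic process were higher and none was lower (fry, adjusted p = 8.6e-07), and 19 of 22 aerobic genes of cellular respiration were lower and none was higher (fry, adjusted p = 6.0e-05; adjusted p = 0.0512 with an estimated correlation).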

As expected, the set of hypoxic genes was enriched for “lipid metabolic process” and the set of aerobic genes was enriched for “cellular respiration.” Even when examining the most highly-regulated genes (detected by both DESeq2 and AutoCor, as well as > fourfold change), many of the same processes were enriched (Table S4). 

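Several steps in making B vitamins use oxygen, and enzymes that remove reactive oxygen may have less substrate without it. Of 35 genes of B vitamin synthesis, 5 were higher at 240 min, none was lower and 30 did not pass (5 higher when adjusted over the list alone), and 9 were higher with scaling to the total count. The set moved up, with a median log2 fold change of 0.61 (fry, adjusted p = 5.9e-07; 0.025 with an estimated correlation). Genes of the THI5 family, which share reads, were among those not passing. Of 18 antioxidant enzyme genes, 2 were higher and 5 lower, so that the set had no single direction (fry, adjusted p = 0.40 for a direction and 2.0e-18 for change either way). Their median log2 fold change was 0.25 and their mean -0.22. The mitochondrial superoxide dismutase gene SOD2 was lower, with -2.83 (standard error 0.39, adjusted p = 2.8e-05) in edgeR. In courses 2 and 3 alone, which the choice of Table S4 did not use, 4 of 9 hypoxic genes of vitamin metabolic process were higher and none was lower (fry, adjusted p = 7.4e-06; adjusted p = 0.0512 with an estimated correlation). Of 12 aerobic genes of response to oxidative stress, 7 were lower and 1 was higher there (fry, adjusted p = 3.2e-05; adjusted p = 0.0512 with an estimated correlation).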

Our analysis also revealed unexpected processes; for example “vitamin metabolic process” was enriched in the hypoxic set and “response to oxidative stress” was enriched in the aerobic set.

Next, we manually assigned a process to each gene that changed more than fourfold (Table S1), to obtain a more complete picture of the processes that may be affected by oxygen levels (Figure 5). Many general aspects of this figure stand out. First, most of the processes contain both hypoxic and aerobic genes, indicating that the genes in a process are subject to both positive and negative regulation and thus that the process may be fine-tuned to perform better under hypoxia. One example is the set of genes implicated in oxidative stress. 

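Genes of oxidative stress went both ways. The flavohemoglobin gene YHB1 was lower at 240 min, with a log2 fold change of -4.30 (standard error 0.47, adjusted p = 2.5e-06) in edgeR, as was the glutathione peroxidase gene GPX2, with -3.05 (standard error 0.80, adjusted p = 0.0086). The peroxiredoxin gene TSA2 was higher, with 4.57 (standard error 0.40, adjusted p = 2.6e-07). The catalase gene CTT1, a stress gene, was higher at 30 min by 3.32 (standard error 0.86, adjusted p = 0.0064) and not at 240 min (1.27 (standard error 0.81, adjusted p = 0.31)). Without course 2 or course 3, CTT1 did not pass at 30 min (adjusted p = 0.14 and 0.089).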

In response to hypoxia, seven such genes are downregulated while two genes are upregulated. One may predict that the production of reactive oxygen species decreases under hypoxia, but a different set of reactive species may be produced without oxygen (Guzy *et al.* 2007; Murphy 2009). Second, the most-populated process is “unknown,” which includes many widely conserved genes that have yet to be characterized. The fact that these are oxygen-regulated may give a clue to their functions. Third, genes in some of the processes (*e.g.*, respiration, lipid metabolism, heme, and cell wall) have been observed previously to be oxygen-regulated (Abramova *et al.* 2001b; Lai *et al.* 2005), further supporting a role for these processes in adapting to low oxygen.

**Figure 5:**
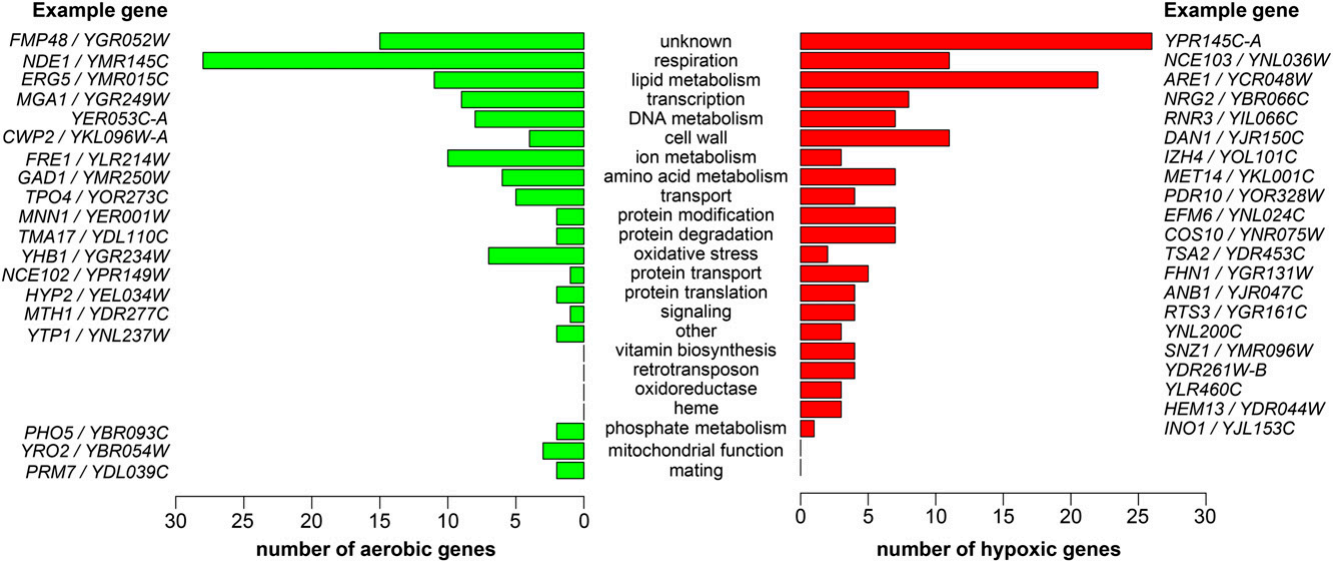
Cellular processes of the genes most highly affected by oxygen levels. Included are the 120 aerobic genes and 146 hypoxic genes that changed more than fourfold and are not considered dubious ORFs. The processes are in order by the number of genes in that process. For each function, example aerobic and hypoxic genes are included. ORFs, open reading frames.

Finally, our analysis identified many new processes containing oxygen-regulated genes; three such processes (transcription, DNA metabolism, and vitamin biosynthesis) will be discussed. 

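Hap1 and the Hap2/3/4/5 complex activate aerobic genes, Upc2 activates sterol and cell wall genes, and Mot3 and Rox1 repress hypoxic genes. At 240 min HAP1 was higher, with a log2 fold change of 1.4 (standard error 0.35, adjusted p = 0.0061) in edgeR, as was UPC2, with 2.61 (standard error 0.39, adjusted p = 6.5e-05). MOT3 was lower, with -2.13 (standard error 0.39, adjusted p = 0.00048), and so was ROX1, with -2.61 (standard error 0.57, adjusted p = 0.0019). HAP4 rose first, with log2 ratios at 5 min of 2.01, 2.76 and 3.54 in courses 1, 2 and 3, and was lower at 240 min, with -0.81, -2.27 and -3.78 and a log2 fold change of -2.03 (standard error 0.51, adjusted p = 0.0062). Of 16 genes of oxygen-response transcription factors, 4 were higher and 3 lower at 240 min (4 and 3 when adjusted over the list alone; fry, adjusted p = 2.7e-08 for change either way). MGA2 and SUT1 were the other two higher genes. Without course 2, HAP1, HAP4, MOT3 and ROX1 did not pass (adjusted p = 0.18, 0.25, 0.053 and 0.077), and without course 3, HAP1 and HAP4 did not (adjusted p = 0.072 and 0.066).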

First, we found that five transcription factor genes (*HAP1*, *HAP4*, *UPC2*, *MOT3*, and *ROX1*) not only regulate transcription of other genes in response to hypoxia (Butler 2013), but themselves change expression. This suggests that part of their regulation by oxygen levels involves regulation of their mRNA levels, perhaps by auto-regulation. Additionally, the fact that there are nine other transcription genes that respond to hypoxia illustrates the complexity in regulating gene expression during the hypoxic response. In the process “DNA metabolism,” most of the genes have been shown to be induced by DNA stress (Tkach *et al.* 2012), suggesting that hypoxia induces such stress. Three DNA metabolism genes specifically participate in nucleotide biosynthesis. The *ADE12* gene, encoding adenylosuccinate synthase, decreases expression during the switch to hypoxia, presumably causing cells to synthesize less AMP from IMP and thus decreasing the nucleotide pool for DNA and RNA synthesis. In contrast, the *RNR3* and *HUG1* genes are induced by hypoxia. 

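Ribonucleotide reductase makes the precursors of DNA and needs oxygen for its radical. RNR3 (YIL066C, chromosome IX from 238099 to 240708) had a log2 fold change at 240 min of 4.43 (standard error 0.68, adjusted p = 7.1e-05) in edgeR and HUG1 (YML058W-A, chromosome XIII from 158760 to 158966) one of 4.81 (standard error 0.50, adjusted p = 1.5e-06). In course 1, HUG1 was at the floor at 0 min. RNR2, the subunit that Hug1 binds, had 0.97 (standard error 0.45, adjusted p = 0.14) and passed with the course as a block (adjusted p = 3.4e-06). ADE12 was lower, with log2 ratios of -1.34, -1.31 and -1.30 in courses 1, 2 and 3 and a log2 fold change of -1.60 (standard error 0.39, adjusted p = 0.0053). It did not pass without course 2 (adjusted p = 0.19) or course 3 (adjusted p = 0.12). Those fits do not include the course as a term, although the ADE12 ratios were alike in the 3 courses. Of 15 genes of the DNA damage response, 4 were higher at 240 min, none was lower and 11 did not pass (4 higher when adjusted over the list alone). Beside RNR3 and HUG1, these were the photolyase gene PHR1 and the glycosylase gene MAG1. The set moved up (fry, adjusted p = 1.6e-05; adjusted p = 0.056 with an estimated correlation), with a median log2 fold change of 0.34.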

Interestingly, *RNR3* encodes a nonessential subunit of the oxygen-dependent ribonucleotide reductase (RNR), responsible for creating dNTPs from NTPs. On the other hand, *HUG1* inhibits RNR activity by binding to a different subunit, Rnr2 (Meurisse *et al.* 2014). These results show that the multi-subunit RNR undergoes positive and negative regulation, which may fine-tune activity when oxygen levels change. In the process “vitamin biosynthesis,” hypoxia caused induction of four genes, all of which are directly or indirectly involved in the biosynthesis of B vitamins, cofactors in cell metabolism. 

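BIO2, the biotin synthase gene, had log2 ratios at 240 min of 2.43, 1.23 and 1.41 in courses 1, 2 and 3 and a log2 fold change of 1.29 (standard error 0.32, adjusted p = 0.0052) in edgeR. At 5 min its log2 ratios were 0.81, -1.20 and -0.91. THI22 was higher by 1.30 (standard error 0.25, adjusted p = 0.00077) and SNZ1 by 2.06 (standard error 0.57, adjusted p = 0.012). SNO1 lies beside SNZ1 on chromosome XIII and had few counts, with log2 ratios of 2.07, 1.29 and 0.00. It did not pass, with 1.95 (standard error 1.47, adjusted p = 0.41), and passed with the course as a block (adjusted p = 0.036). BIO2 and SNZ1 did not pass without course 2 (adjusted p = 0.089 and 0.15), nor did BIO2 without course 3 (adjusted p = 0.056).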

*BIO2* encodes biotin (vitamin B_7_) synthase, *SNO1* and *SNZ1* are required for vitamin B_6_ production (Rodríguez-Navarro *et al.* 2002), and *THI22* is highly similar to thiamine (vitamin B_1_) biosynthetic enzymes (Llorente *et al.* 1999). The genes may be oxygen-regulated because many steps in vitamin biosynthesis are oxygen-sensitive or oxygen-dependent, and because these vitamins are known to be important for anaerobic respiration (Bartnicki-Garcia and Nickerson 1961; di Salvo *et al.* 2003; Lotierzo *et al.* 2005; Koenigsknecht and Downs 2010).

### The hypoxic response differs from the ESR

The ESR consists of hundreds of genes that respond to most types of stress, including DNA damage and oxidative stress (Gasch *et al.* 2000). We wanted to test whether hypoxia, which may be considered stressful, evokes the ESR. When comparing the 987 ESR genes and 816 oxygen-regulated genes, we found that only 97 of the oxygen-regulated genes were also ESR genes (Figure 6A), less than the 124 genes expected by chance. To compare the hypoxic and ESR responses in more detail, we examined the expression of four groups of genes: ESR only (Figure 6B), oxygen-regulated only (Figure S8), both oxygen-regulated and ESR (Figure S9), and regulated by neither oxygen nor ESR (Figure S10). First, as shown in Figure 6B, the ESR-only genes responded strongly to an array of stressors, as previously shown (Gasch *et al.* 2000), but responded modestly and transiently (with a peak of 30 min) to hypoxia before returning to prestress levels of expression. Interestingly, this modest response to hypoxia partially matched the response to stressors in that genes up- or downregulated by hypoxia were also up- or downregulated, respectively, by stressors. These results suggest that hypoxia causes a weak and transient stress response.

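The stress genes peaked at 30 min and came down in part by 240 min. All 28 ESR-induced genes were higher at 30 min than at 0 min (28 when adjusted over the list alone; fry, adjusted p = 3.2e-05; adjusted p = 0.18 with an estimated correlation). Among the strongest, HSP12 had a log2 fold change of 6.47 (standard error 0.99, adjusted p = 5.2e-05) in edgeR and HXK1 6.09 (standard error 0.64, adjusted p = 6.2e-07). At 240 min, 21 of the 28 were still higher than at 0 min and none was lower (27 higher when adjusted over the list alone; fry, adjusted p = 0.00024; adjusted p = 0.12 with an estimated correlation). From 30 to 240 min, 5 of them fell and none rose (13 fell when adjusted over the list alone; fry, adjusted p = 0.021; adjusted p = 0.23 with an estimated correlation), and this set test did not pass without course 2 or course 3 (adjusted p = 0.17 and 0.13). All 68 genes of ribosome biogenesis were lower at 30 min (68 when adjusted over the list alone; fry, adjusted p = 1.6e-08; 0.0068 with an estimated correlation), and 65 at 240 min (66 when adjusted over the list alone; fry, adjusted p = 5.9e-07; 0.017 with an estimated correlation). Between these times 16 of them rose. Of 137 genes of cytosolic ribosomal proteins, 35 were lower at 30 min and 24 at 240 min, and none was higher (42 and 27 when adjusted over the list alone; fry, adjusted p = 0.0018 and 0.0011; adjusted p = 0.59 and 0.22 with an estimated correlation). With scaling to the total count 14 were lower at 30 min and 2 at 240 min. The ribosomal protein set did not pass at these times without course 2 (adjusted p = 0.12 and 0.068) or without course 3 (adjusted p = 0.087 and 0.052). In course 1 the median log2 ratio of the 28 stress genes was 2.96 at 30 min, 1.45 at 120 min and 1.75 at 240 min. It was 4.12, 2.98 and 2.74 in course 2 and 5.02, 3.81 and 3.13 in course 3. The 28 genes are a short list of strong ESR genes, not the ESR-only genes of the paper. At 30 min all genes gave 519 higher and 598 lower, and 676 and 439 with scaling to the total count. The number called was 666 without course 2 and 675 without course 3.

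**Figure D5:**
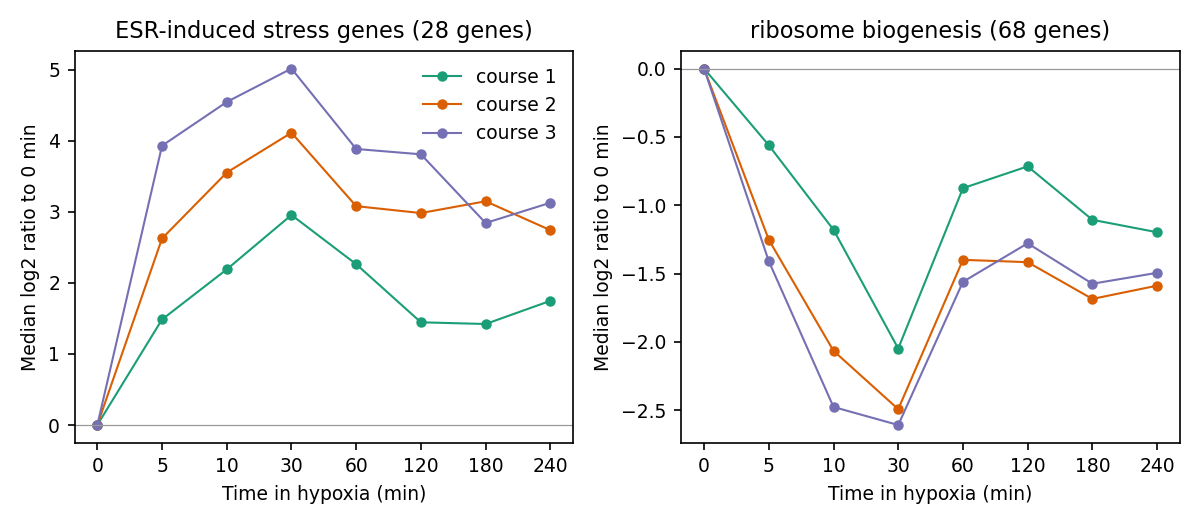
Median log2 ratio of scaled counts to 0 min against time of hypoxia in min for 28 ESR-induced genes and 68 ribosome biogenesis genes, 1 line per course. Both lists peak or dip at 30 min and stay away from 0 to 240 min in every course, at 1.75, 2.74 and 3.13 for the stress genes.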

**Figure 6:**
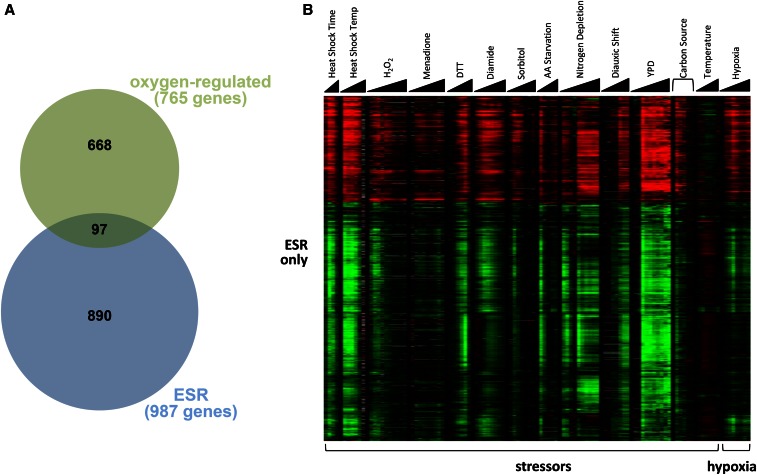
The hypoxic response is distinct from the ESR. (A) A Venn diagram shows that there is little overlap of the ESR and oxygen-regulated genes. The expected overlap, if these were two random sets, would be 124 genes. Only the 765 oxygen-regulated genes that were also examined in the ESR study were used in this analysis. (B) ESR genes respond modestly and transiently to hypoxia compared to the response to other stressors. The heatmap shows the expression of ESR genes that are not oxygen-regulated. The triangles under the conditions represent increasing concentrations or time. All conditions are listed in the *Materials and Methods*. The heatmaps in this figure and in Figure S8, Figure S9, and Figure S10 use the same gene expression scale to allow for cross-comparisons. The gray bars represent missing data from the ESR study. DTT, dithiothreitol; ESR, environmental stress response; H_2_O_2_, hydrogen peroxide; YPD, yeast extract peptone dextrose.

Second, the genes only regulated by oxygen exhibited a qualitatively and quantitatively distinct response to hypoxia compared to their response to stressors (Figure S8). For example, genes upregulated by hypoxia were not necessarily upregulated by stressors, but were either unchanged, upregulated, or downregulated. The genes that we have identified as oxygen-regulated clearly do not respond universally to stress, indicating that these genes comprise a unique set that is important for coping with low oxygen levels.

Third, only some genes that respond to both hypoxia and stressors exhibit a similar response to the two types of inducers (Figure S9). Many genes show opposing responses. As one notable example, *ANB1* (denoted by the arrow) is strongly upregulated by hypoxia but is slightly downregulated by stress. These results further support the idea that the gene expression response to hypoxia is distinct from the ESR.

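ANB1 (YJR047C, chromosome X from 524908 to 525381) encodes the anaerobic form of translation factor eIF5A. It stayed near the floor to 5 min in course 1, with scaled counts of 20.0 and 20.0, and reached 3936 at 240 min. The log2 ratios at 240 min were 7.62, 7.37 and 7.09 in courses 1, 2 and 3. At 240 min its log2 fold change was 7.35 (standard error 0.86, adjusted p = 4.7e-06) in edgeR. At 30 min it did not yet pass, with 1.83 (standard error 0.70, adjusted p = 0.063), and passed with the course as a block (adjusted p = 0.0021), without course 1 (adjusted p = 0.0019) and with DESeq2 (adjusted p = 0.019).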

Fourth, to confirm that we did not miss any responses to stress or hypoxia, we examined the expression of genes not found to be regulated by stress or by hypoxia (Figure S10). It is clear that these genes are not part of the ESR because they do not respond consistently to the different stressors. Also, they do not appear to respond significantly to hypoxia. Thus, the previous three groups of genes captured the majority of the response to stress or to hypoxia.

### PCA analysis of the entire hypoxic response

We identified two sets of genes (ESR and oxygen-regulated) as responding to hypoxia. To assess how these genes contribute to the overall change during the hypoxic response, we further analyzed the results from the PCA of all genes (shown in Figure 1A). Specifically, we observed the PC1 and PC2 loadings, which represent each gene’s contribution to the variance captured in each principal component (Figure S11A and Figure S11B). The genes with the greatest contribution to PC1 and PC2 are oxygen-regulated (blue and red points), showing that these genes contribute substantially to the hypoxic response. 

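In the components of course 1, the 716 genes called by either method held 58.0% of the variance on PC1 and 25.6% of that on PC2. Of these genes, 563 had a larger loading in size on PC1 than on PC2. The remaining genes held 42.0% and 74.4%. DAN1 had the largest loading on PC2, and HSP12, a stress gene that the methods did not call, ranked 12th there.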

Interestingly, the oxygen-regulated genes contribute mainly to PC1 whereas ESR genes contribute mainly to PC2 (Figure S11A). A closer examination in Figure S11B shows that the border between these two sets of genes is not clearly defined, likely because some oxygen-regulated genes behave like ESR genes (*e.g.*, induced early with a peak at 30 min) and vice versa.

With the understanding of which genes contribute to PC1 and PC2 for all genes, we next focused on how each component changed during hypoxia. PC1 increased dramatically from 0 to 30 min, but then remained relatively constant at a new level for the remainder of the time course (Figure 1A), consistent with the idea that these genes (mainly oxygen-regulated) reach a new steady-state. PC2 decreased dramatically from 0 to 30 min, but then returned back to the starting level (Figure 1A), consistent with genes (mainly ESR) responding transiently and returning to their initial state. In contrast, when PCA was performed on the set of oxygen-regulated genes (Figure 4A), the resulting PC1 continued to increase until 180 min before stabilizing, much later than when considering all genes. 

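PC1 of course 1 had covered 34.8% of its way from 0 to 240 min by 10 min, 75.9% by 30 min, 75.5% by 60 min and 80.6% by 120 min. In course 2 it had covered 92.7% by 30 min and 87.5% by 120 min. In course 3 PC1 overshot, with 162% at 30 min and 101% at 120 min, so that its first component carries the transient part. PC2 of course 1 scored 20.9 at 0 min, -34.8 at 30 min and 12.0 at 240 min, and PC2 of course 2 scored 21.7, -23.5 and 22.7. In course 3 PC2 ran from 17.1 at 0 min to 17.0 at 30 min and -38.9 at 240 min. The stress genes HSP12 and MSC1 have negative loadings on PC2 in course 1, -0.0672 and -0.0566, and DAN1 and ANB1 positive ones. The sign of a component is arbitrary.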

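In the oxygen-regulated genes of course 1, PC1 had covered 1.60% of its way from 0 to 240 min by 5 min, 6.41% by 10 min, 34.1% by 30 min, 53.6% by 60 min, 79.6% by 120 min and 95.3% by 180 min. The values were -6.15%, -2.17%, 26.7%, 49.2%, 75.6% and 86.1% in course 2, and -10.1%, -7.89%, 10.0%, 35.6%, 61.6% and 83.4% in course 3. The late genes DAN1, TIR4 and HEM13 belong to this set. The genes were chosen for a trend over time in course 1, so the choice favours a gradual PC1 there. PC1 first moved backwards in courses 2 and 3, and rose at each time from 10 min on.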

PC2 followed a decrease–increase pattern similar to all-gene PCA (Figure 4A).

To understand this difference between all-gene PCA (Figure 1A) and oxygen-regulated PCA (Figure 4A), we compared which genes contributed to the variance in both analyses (Figure S12). Strikingly, the contributions of genes to PC1 were highly correlated between the two types of analyses (Figure S12A), showing that all-gene PC1 (describing 45% of variance) is highly similar to oxygen-regulated PC1 (describing 75% of variance). However, many genes were not included in this graph because they were not identified as oxygen-regulated (black and green data points in Figure S11A and Figure S11B), including the six genes described earlier (*HMX1*, *GSY1*, *HSP12*, *EMI2*, *MSC1*, and *SDS24*; triangles in Figure S11A and Figure S11B). 

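Across the 716 genes of course 1, Pearson's r between the loadings of the all-gene components and those of the oxygen-regulated genes alone was 0.991 for PC1 and 0.641 for PC2. Genes are not independent replicates. DAN1, ANB1 and CYC1 are among the genes far from 0 on PC1.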

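The loadings on PC2 in course 1 were 0.0253 for HMX1, -0.0378 for GSY1, -0.0672 for HSP12, -0.0332 for EMI2, -0.0566 for MSC1 and -0.0221 for SDS24. By size, HSP12 ranked 12, MSC1 27, GSY1 96, EMI2 140, HMX1 323 and SDS24 467 on PC2. Their loadings on PC1 were -0.0661 for HMX1, 0.0352 for GSY1, 0.0653 for HSP12, 0.0262 for EMI2, 0.0316 for MSC1 and 0.0219 for SDS24.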

The six genes all had high PC2 loadings, indicating that they may be ESR genes; indeed, three of them are. We reasoned that oxygen-regulated PC1 may exhibit a different pattern because these six genes are missing and thus adding them to the oxygen-regulated set would restore all-gene PC1 as in Figure 1A. Adding these six genes did not recreate all-gene PC1 (data not shown), but two other gene sets did: (1) the 1705 genes that are either oxygen-regulated or ESR (Figure S13A), or (2) the 885 genes that had all-gene PC1 and PC2 loadings > 0.01 (Figure S13B). 

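In course 1, 885 genes had loadings on both components above 0.01 in size. In a new analysis of these genes, PC1 held 53.5% and PC2 31.8% of the variance. DAN1, ANB1, HSP12, MSC1, GSY1 and EMI2 pass this minimum, as do HMX1 and SDS24. CYC1 also passes, at 0.0110 on PC2. The set of oxygen-regulated and ESR genes could not be formed, since the copy of Table S1 is incomplete.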

Using the 168 genes with a PC threshold of ≥0.02 did not have nearly the same effect (Figure S13C). Taken together, the PCA analyses indicate that the entire gene expression response to hypoxia is comprised of a large, complex, and overlapping set of oxygen-regulated and ESR genes.

## Discussion

In this study, we have examined the global gene expression response to hypoxia. By observing changes in the cellular transcriptome at several time points spanning 4 hr, we were able to gain several insights into this response. First, a majority of the response occurs within the first 2 hr, leading to a new steady-state of expression. In this hypoxic state, the cell can presumably carry out essential processes without oxygen, provided that certain nutrients are available in the environment (Thomas *et al.* 1998). In addition, hypoxia causes the ESR genes to respond transiently with a peak at 30 min, suggesting that the transition from the aerobic to hypoxic state is stressful, due to several possible factors (*e.g.*, nitric oxide, metabolite depletion, membrane disruption, or low energy) (Lai *et al.* 2005; Poyton *et al.* 2009; Hickman *et al.* 2011). However, the ESR is a minor component of the hypoxic response, which is mainly comprised of a unique set of genes. Furthermore, genes respond to hypoxia with varying kinetics, reflecting the complexity of the response. One reason for this complexity is that hypoxia causes multiple secondary events (*e.g.*, decreased energy production, depletion of multiple metabolites, and change in redox state) (Poyton *et al.* 2009; Hickman *et al.* 2011; Butler 2013). These events likely occur at different rates following oxygen withdrawal and each serve as a stimulus for a different signaling pathway. Indeed, several signaling pathways are known to mediate the response to hypoxia, including Hap1/Rox1/Mot3 (Sertil 2003), Hog1/Upc2/Ecm22 (Hickman *et al.* 2011), Hap2/Hap3/Hap4/Hap5 (Ramil *et al.* 2000), Mga2 (Jiang *et al.* 2002), and the mitochondrion (Poyton *et al.* 2009). Now that we have described the genes and kinetics of the hypoxic response, it will be important to establish the role of each signaling pathway in regulating expression changes.

In this study, we measured transcript levels using RNA-seq, a method that is becoming the standard for measuring global gene expression (Wang *et al.* 2009; Ellahi *et al.* 2015). RNA-seq has three features that aided our ability to detect time-dependent changes. First, RNA-seq is extremely sensitive and thus, with sufficient sequencing depth, is able to detect low abundance transcripts. Indeed, genes that we identified to be oxygen-regulated exhibited lower expression on average than those detected by microarray experiments. Second, RNA-seq has a wide dynamic range; this feature contributed to our ability to detect up to 550-fold changes. Third, RNA-seq analysis is highly reproducible. We found that there was a high correlation between all of the samples, especially between the two samples predicted to be the most related (0 and 5 min).

To identify genes that respond to hypoxia, we used two statistical methods to examine the time-dependence of each gene’s read counts over the time course. This analysis revealed that 816 genes showed significant time-dependence by either the AutoCor or DESeq2 method. We compared our results to previous hypoxia microarray studies and found that we identified most of the well-known oxygen-regulated genes (Figure 2B). In addition, we discovered many new oxygen-regulated genes. For example, two genes, *DMC1* and *EFM6*, were identified here but not in previous studies, and also showed oxygen-regulation in follow-up RT-qPCR analysis (Figure 3). However, our analysis of time-dependence did not detect all oxygen-regulated genes, especially those with rapid kinetics (Figure S4). For example, *GSY1* was seen in five previous microarray studies but was not identified by our statistical methods. The RNA-seq data shows that *GSY1* is rapidly induced by hypoxia, and this is confirmed by RT-qPCR (Figure 3). To more accurately detect early expression changes, it will be necessary to collect additional RNA samples immediately before and after oxygen withdrawal.

The set of genes identified here as oxygen-regulated differed from what was found in other microarray studies (ter Linde *et al.* 1999; Ter Linde and Steensma 2002; Kwast *et al.* 2002; Becerra *et al.* 2002; Lai *et al.* 2005, 2006; Hickman and Winston 2007; Hickman *et al.* 2011). Some genes, like *DMC1* and *EFM6*, were only found here to be oxygen-regulated, while other genes, like *CYB2* and *HSP60*, were only found in other studies. One explanation is that the details of our experiments differed from previous studies in many important ways. First, to make sure that we captured the complete hypoxic response, we used an S288C-derived strain which contains a repaired *HAP1* allele (Hickman and Winston 2007) and is wild-type for other known oxygen-dependent regulatory factors (*ROX1*, *MOT3*, *UPC2*, *ECM22*, *MGA2*, HAP2/HAP3/HAP4/HAP5, and *HOG1*). Second, hypoxia was established by continuously sparging flasks with ultrahigh-purity N_2_, which lowers the dissolved [O_2_] immediately with reproducible kinetics (Lai *et al.* 2006). Third, ergosterol and UFAs were not added to the hypoxic cultures. Many studies add these metabolites because they are required for long-term anaerobic growth (Shianna *et al.* 2001). However, part of the hypoxic gene expression response is caused by depletion of metabolites (including heme, ergosterol, and UFAs) (Chellappa *et al.* 2001; Davies and Rine 2006; Hickman and Winston 2007; Hickman *et al.* 2011); thus, adding them may dampen or eliminate the response.

GO enrichment analysis revealed that many expected pathways (*e.g.*, respiration and lipid metabolism) respond to hypoxia. In order to obtain a more complete picture of the cellular processes affected, we grouped the most responsive genes into several manually-constructed categories (Figure 5 and Table S1). The results verified that the processes “respiration” and “lipid metabolism” contained a high number of responsive genes. In addition, our results revealed processes (*e.g.*, vitamin biosynthesis and metabolism of amino acids, DNA, and proteins) that have not been observed previously. Interestingly, many processes contained both up- and downregulated genes, suggesting that these processes are not simply activated or repressed, but are rewired to function optimally in hypoxia. Many regulated processes clearly require oxygen or are affected by oxygen levels, as discussed throughout this study. However, it is not clear how some of the processes are linked to oxygen levels. For example, there is not an obvious link between amino acids and oxygen; molecular oxygen does not appear to be required for amino acid biosynthesis. Despite this, exogenous amino acids can stimulate anaerobic growth of *S. cerevisiae* (Thomas *et al.* 1998), indicating that amino acid levels are limiting. Further studies are needed to determine the role of oxygen in each of the oxygen-regulated processes.

In conclusion, time-course analysis has shown that hypoxia causes widespread and complex changes in gene expression. Such analysis allowed us to observe not only a transient stress response, but also larger hypoxia-specific changes as the cell transitions from aerobic to hypoxic growth. The next challenge will be to delineate all of the regulatory pathways that mediate these changes.

## Supplementary Material

Supplemental material is available online at www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.034991/-/DC1.

# Supplementary material for: Time-Course Analysis of Gene Expression During the Saccharomyces cerevisiae Hypoxic Response
**Source:** G3 (Bethesda). 2016 Nov 9;7(1):221–31. doi: 10.1534/g3.116.034991
**Supplement:** Supplementary file 1

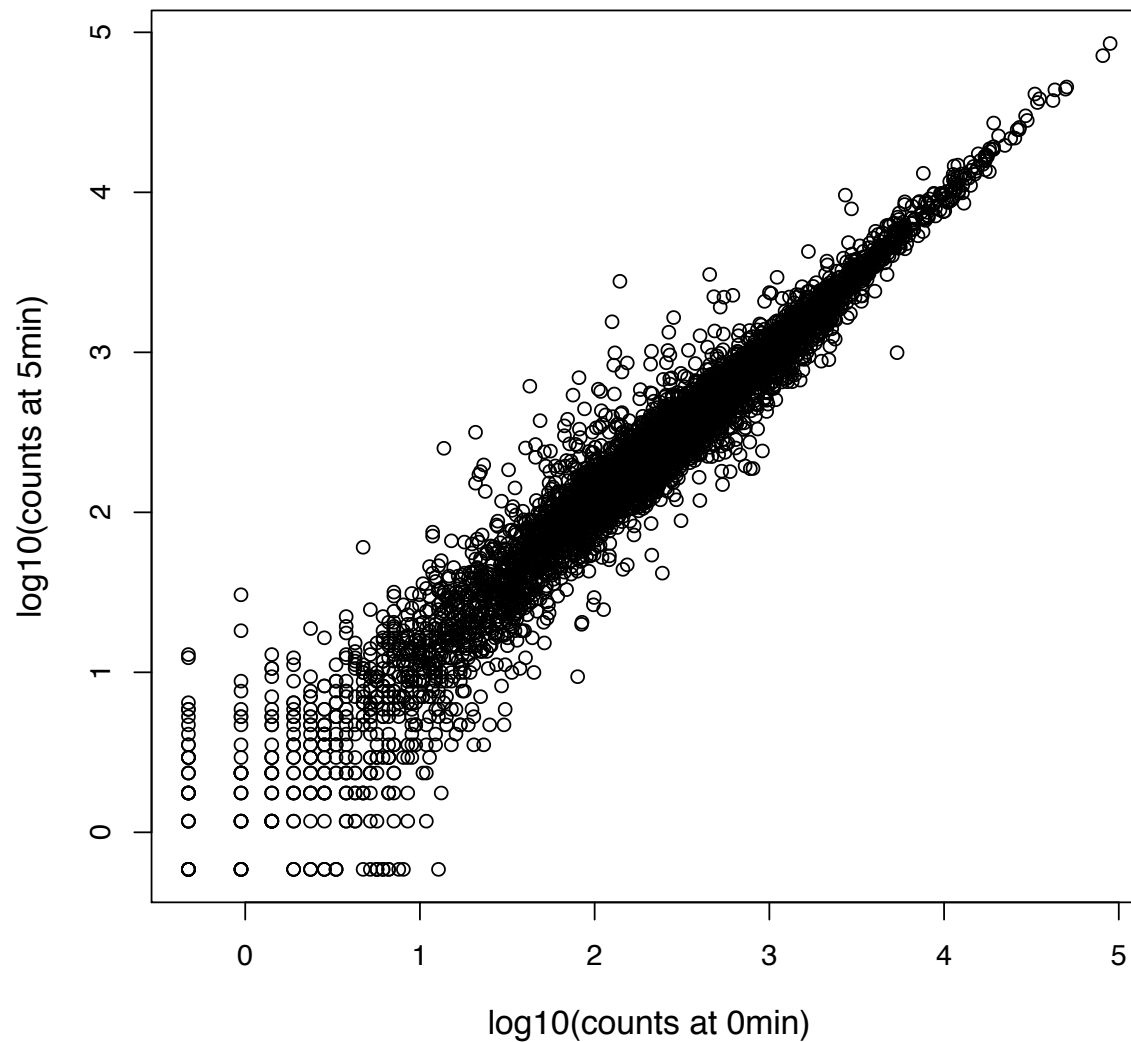

Figure S1. Reproducibility of RNA-seq, comparing number of counts between the 0- and 5- minute samples. Pearson correlation = 0.991. The lowest Pearson correlation when comparing all 8 time points is 0.866 (0- vs. 240-minute).

# Supplementary material for: Time-Course Analysis of Gene Expression During the Saccharomyces cerevisiae Hypoxic Response
**Source:** G3 (Bethesda). 2016 Nov 9;7(1):221–31. doi: 10.1534/g3.116.034991
**Supplement:** Supplementary file 2

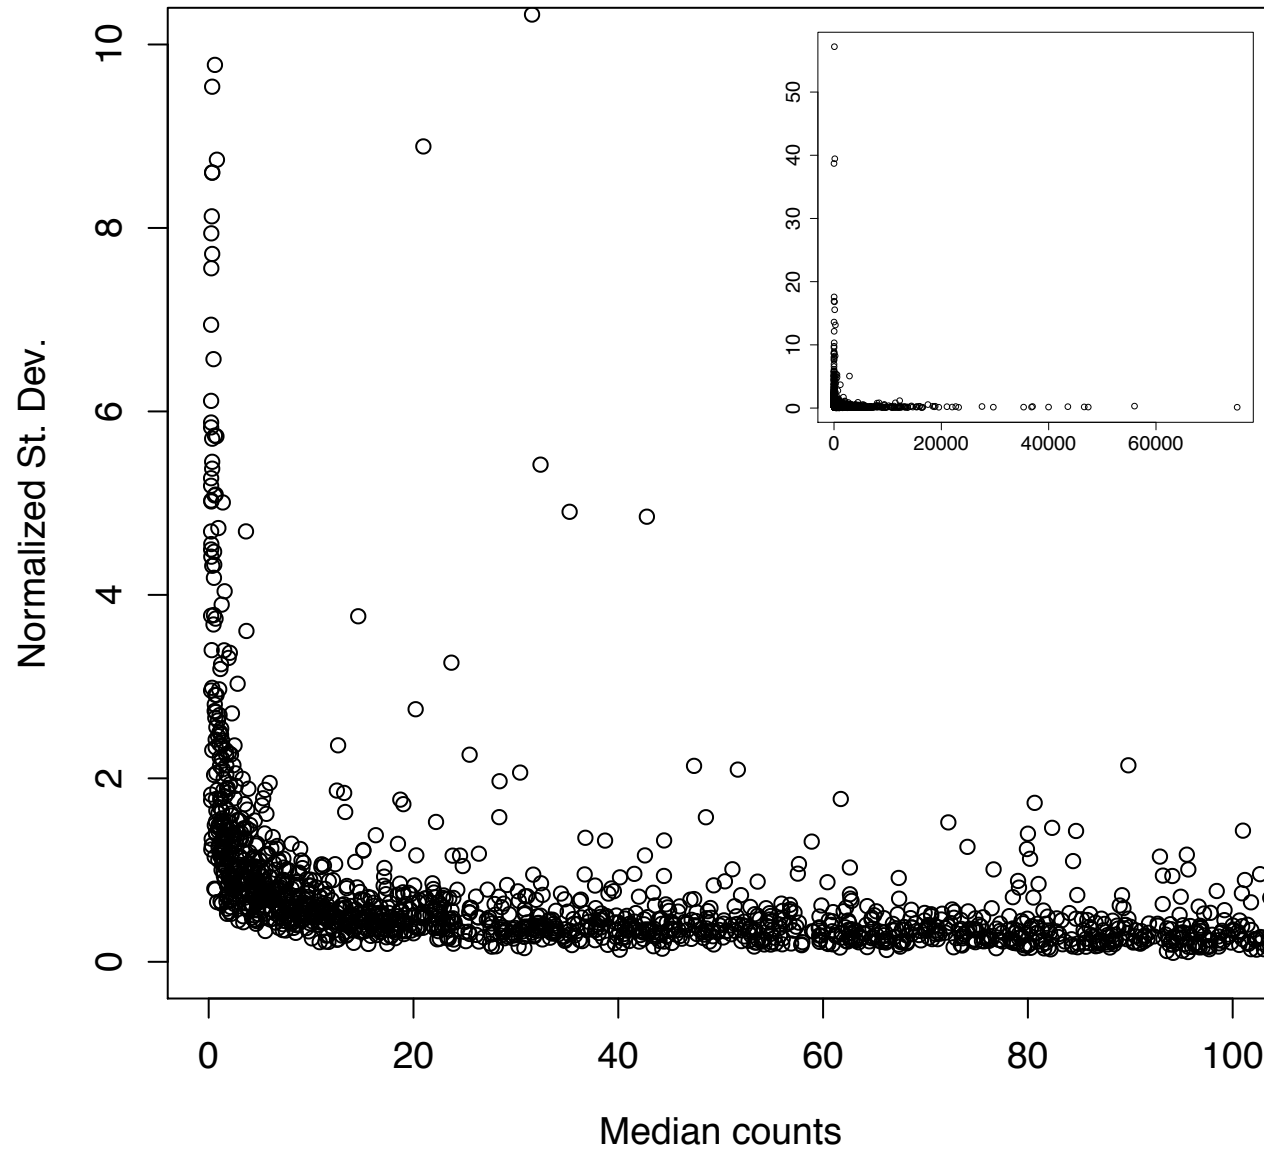

Figure S2. Determining the “floor” of read counts, or the minimum reliable read count. The median count and normalized standard deviation ($sd/mean$) for each gene was calculated across the eight time points. As the read count decreases below 20, the standard deviation increases dramatically, suggesting high technical variation. The larger graph presents 0-100 read counts, whereas the inset presents all data.

# Supplementary material for: Time-Course Analysis of Gene Expression During the Saccharomyces cerevisiae Hypoxic Response
**Source:** G3 (Bethesda). 2016 Nov 9;7(1):221–31. doi: 10.1534/g3.116.034991
**Supplement:** Supplementary file 4

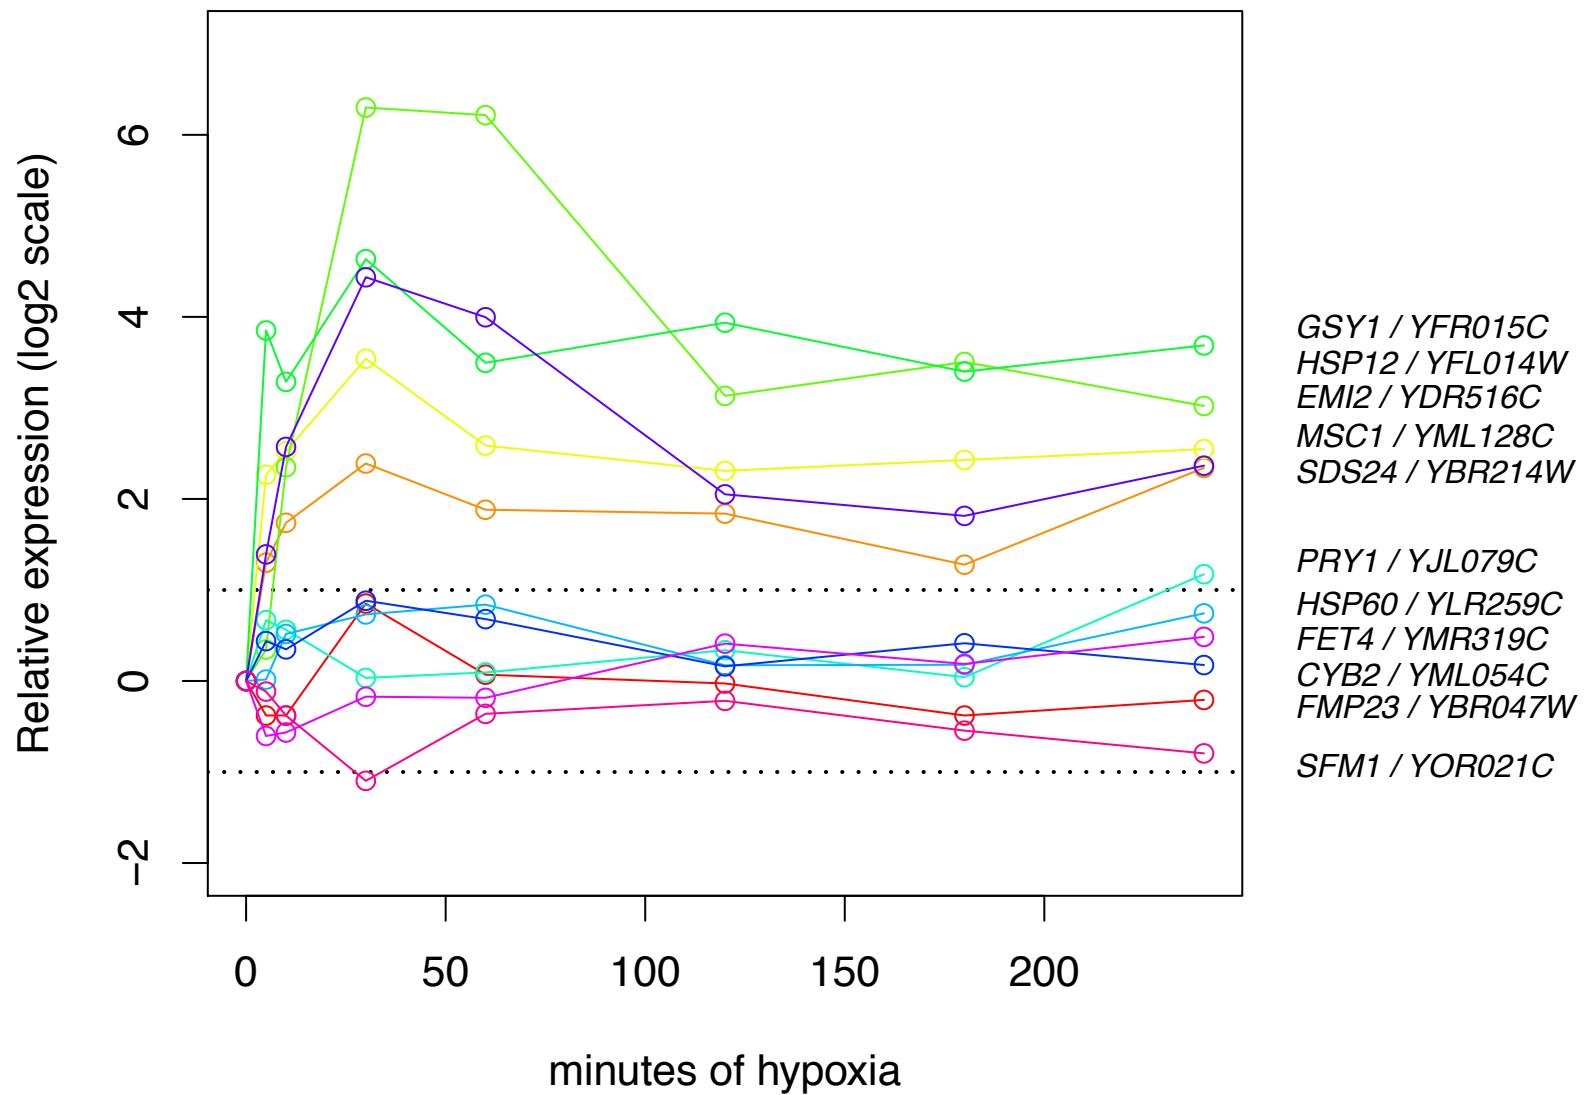

Figure S4. RNA-seq expression of the 11 genes identified as oxygen-regulated previously (observed in 5 previous microarray studies) but not identified here.

# Supplementary material for: Time-Course Analysis of Gene Expression During the Saccharomyces cerevisiae Hypoxic Response
**Source:** G3 (Bethesda). 2016 Nov 9;7(1):221–31. doi: 10.1534/g3.116.034991
**Supplement:** Supplementary file 5

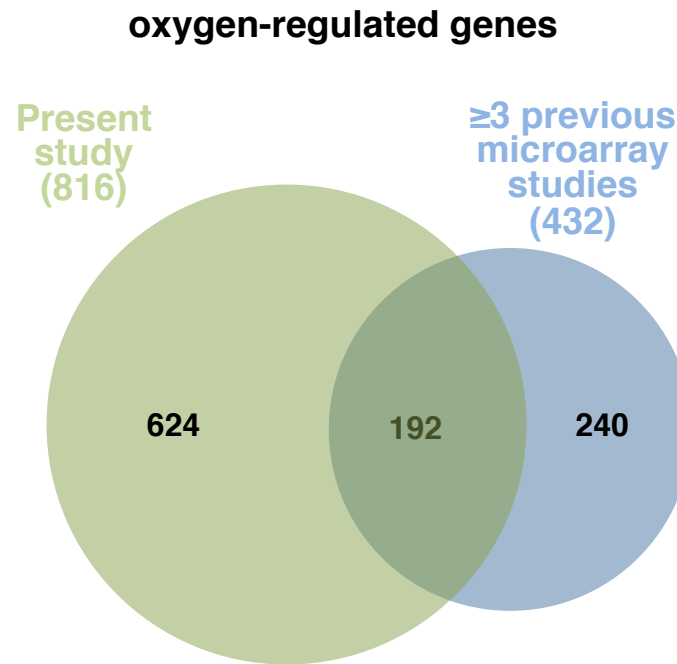

Figure S5. Venn diagram showing overlap of genes identified here by either one of the methods and genes identified in 3 or more previous microarrays. The overlap was 192 genes, but only 49 genes were expected to overlap by chance.

# Supplementary material for: Time-Course Analysis of Gene Expression During the Saccharomyces cerevisiae Hypoxic Response
**Source:** G3 (Bethesda). 2016 Nov 9;7(1):221–31. doi: 10.1534/g3.116.034991
**Supplement:** Supplementary file 7

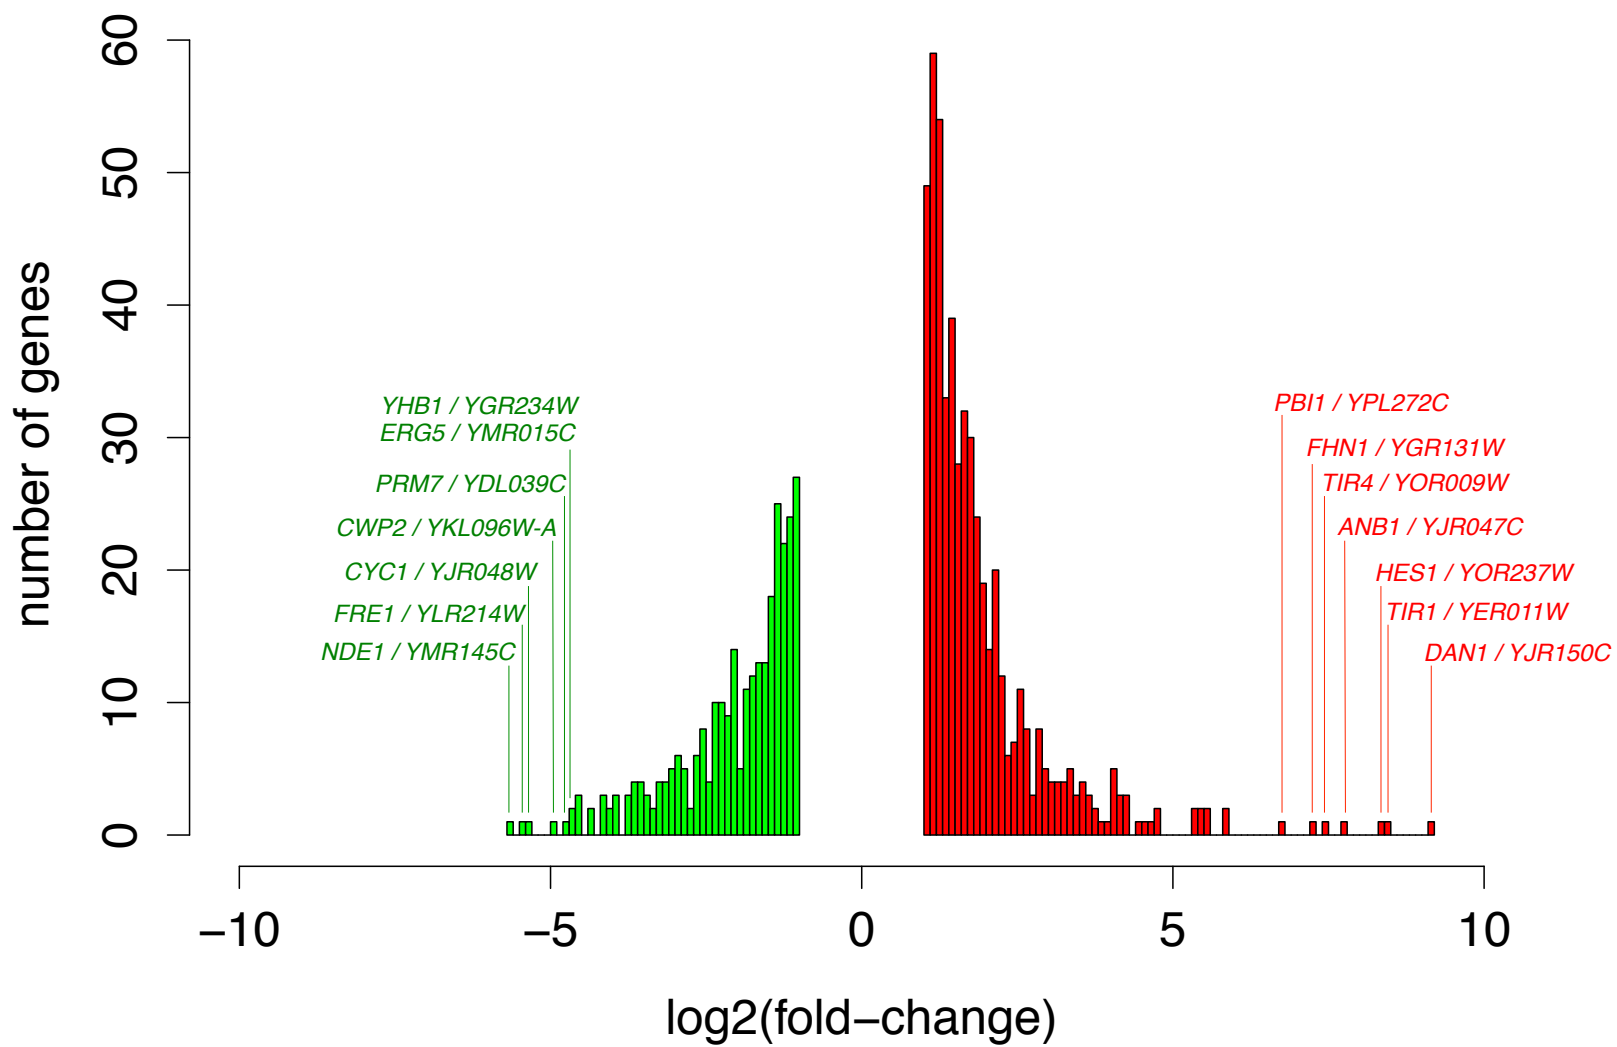

Figure S7. Wide distribution of fold-changes of the 816 oxygen-regulated genes identified by AutoCor or DESeq. The x-axis of this histogram represents the maximum fold change observed for a gene in the hypoxia time course. The genes with the lowest and highest fold changes are labeled. Other regulated genes are listed and described in Table S1.

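Among the 716 genes of course 1 called by either method, the largest value was a median of 3.15 times the smallest, with a range from 2.00 to 550. At least 4-fold changes were found in 254 genes, of which 136 were hypoxic and 118 aerobic. DAN1 and TIR1 stand at the hypoxic end and NDE1 at the aerobic end. Folds were computed on counts floored at 20.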

# Supplementary material for: Time-Course Analysis of Gene Expression During the Saccharomyces cerevisiae Hypoxic Response
**Source:** G3 (Bethesda). 2016 Nov 9;7(1):221–31. doi: 10.1534/g3.116.034991
**Supplement:** Supplementary file 8

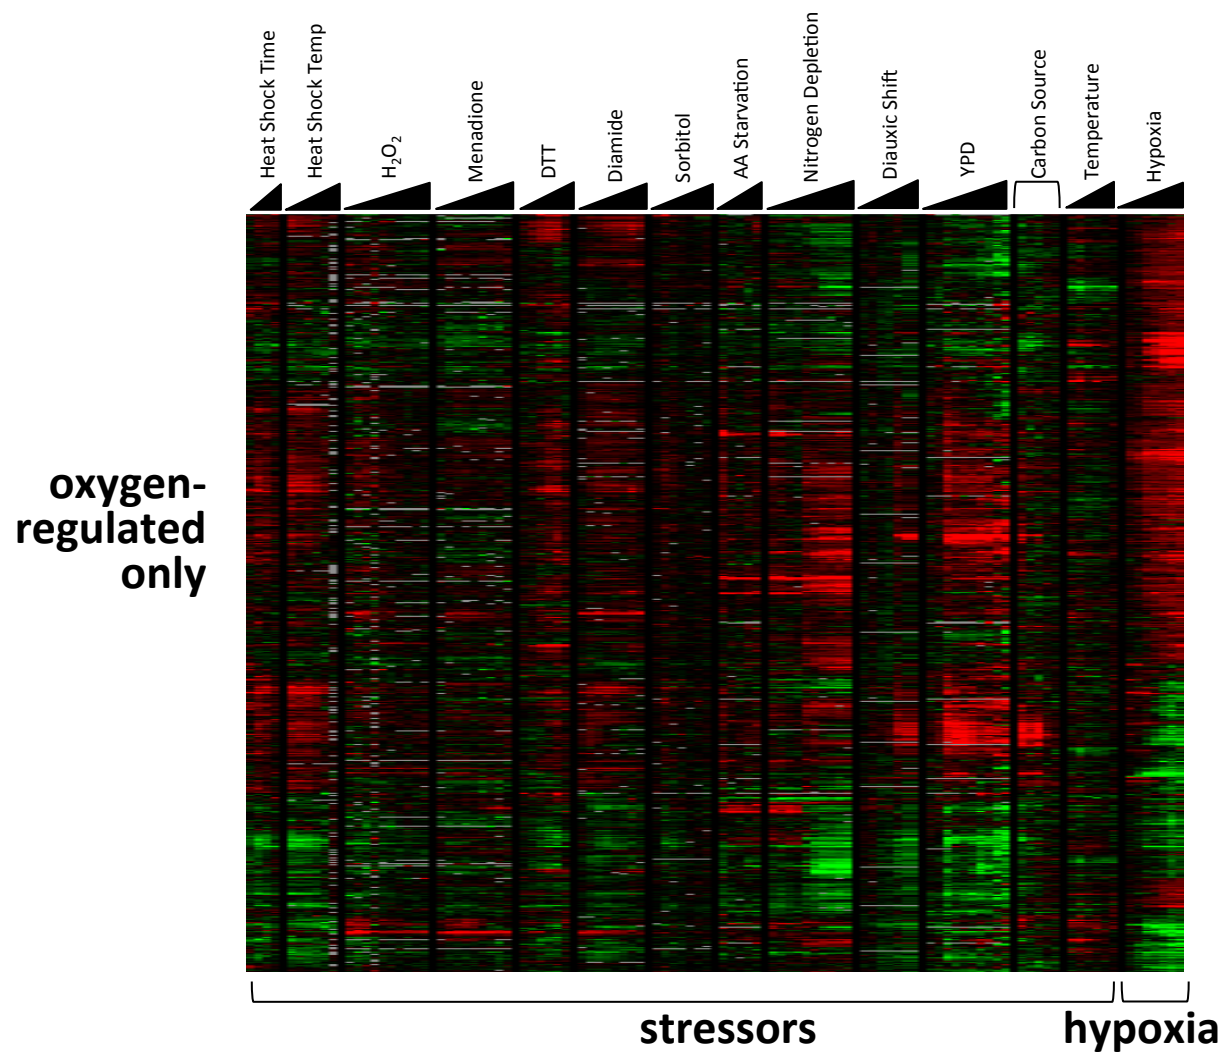

Figure S8. A heatmap shows that the hypoxic response is distinct from the response to stress. Shown are the genes that are oxygen-regulated but not part of the ESR.

# Supplementary material for: Time-Course Analysis of Gene Expression During the Saccharomyces cerevisiae Hypoxic Response
**Source:** G3 (Bethesda). 2016 Nov 9;7(1):221–31. doi: 10.1534/g3.116.034991
**Supplement:** Supplementary file 9

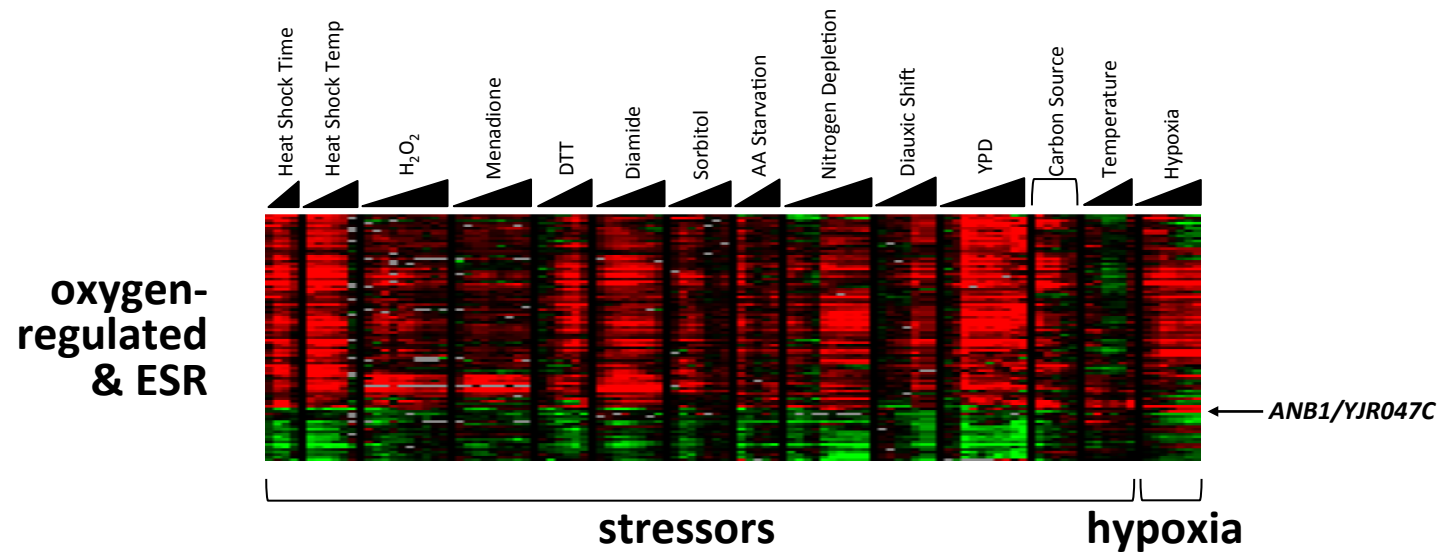

Figure S9. A heatmap shows that some, but not all, genes respond to both hypoxia and stress. Shown are the genes that are both oxygen-regulated and part of the ESR. The *ANB1* gene is indicated because it is induced by hypoxia but responds very differently to stress.

# Supplementary material for: Time-Course Analysis of Gene Expression During the Saccharomyces cerevisiae Hypoxic Response
**Source:** G3 (Bethesda). 2016 Nov 9;7(1):221–31. doi: 10.1534/g3.116.034991
**Supplement:** Supplementary file 10

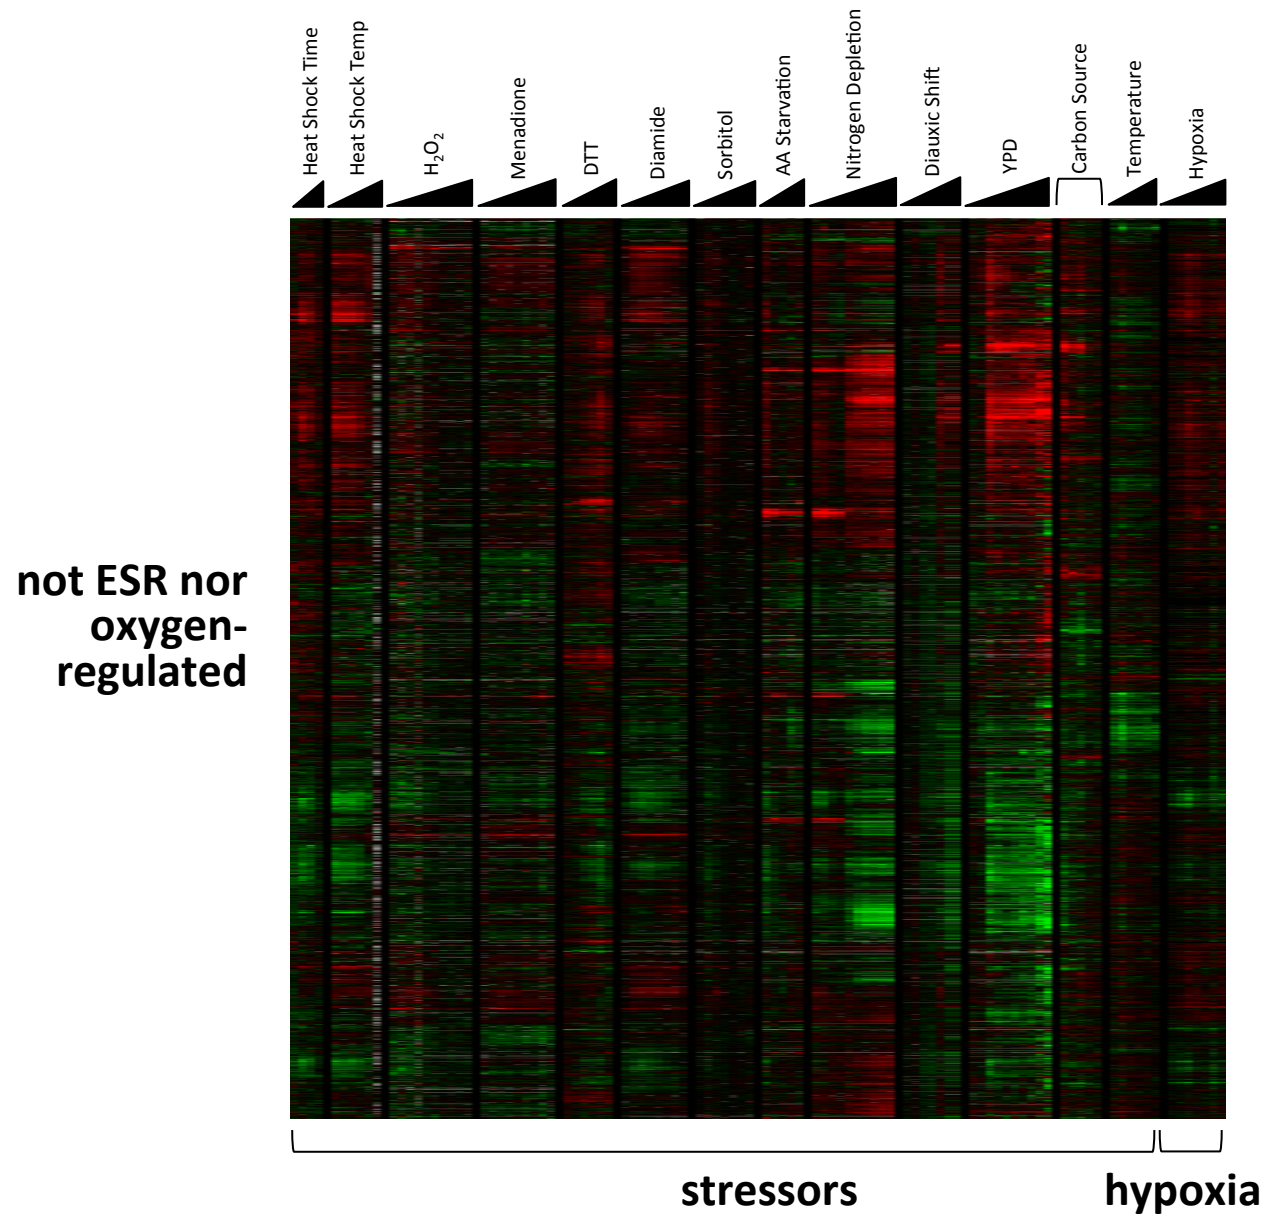

Figure S10. A heatmap showing the expression of genes that are not oxygen-regulated nor part of the ESR.

# Supplementary material for: Time-Course Analysis of Gene Expression During the Saccharomyces cerevisiae Hypoxic Response
**Source:** G3 (Bethesda). 2016 Nov 9;7(1):221–31. doi: 10.1534/g3.116.034991
**Supplement:** Supplementary file 11

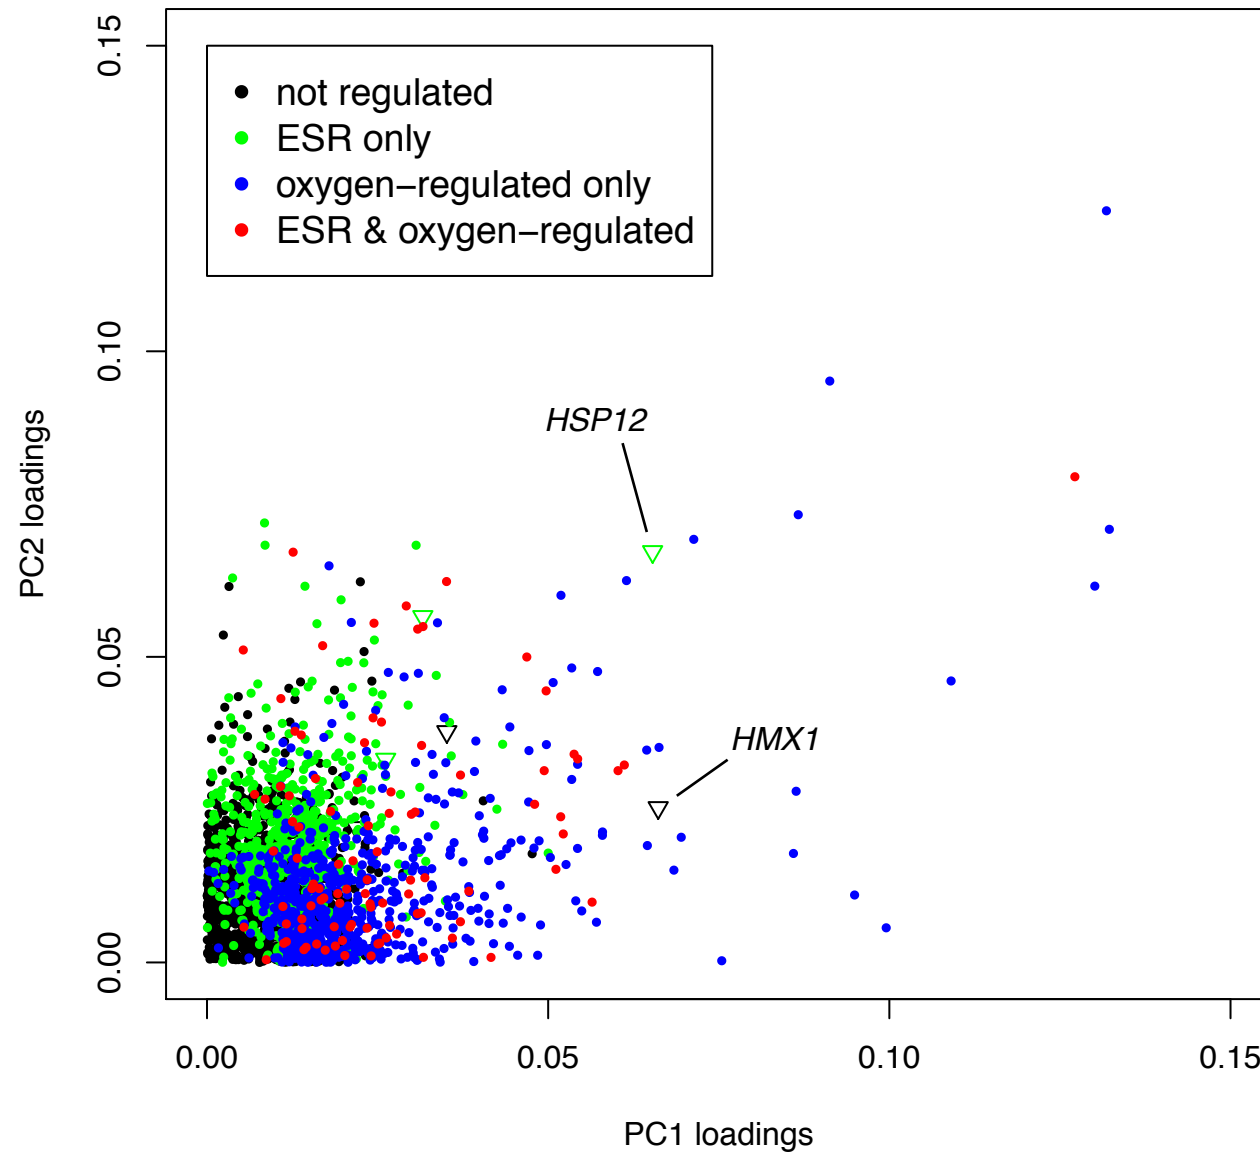

Figure S11A. The PC1 and PC2 loadings for all genes following PCA. Each data point is a gene. The six triangles represent genes that are discussed in the text and the triangles are color coded as in the legend.

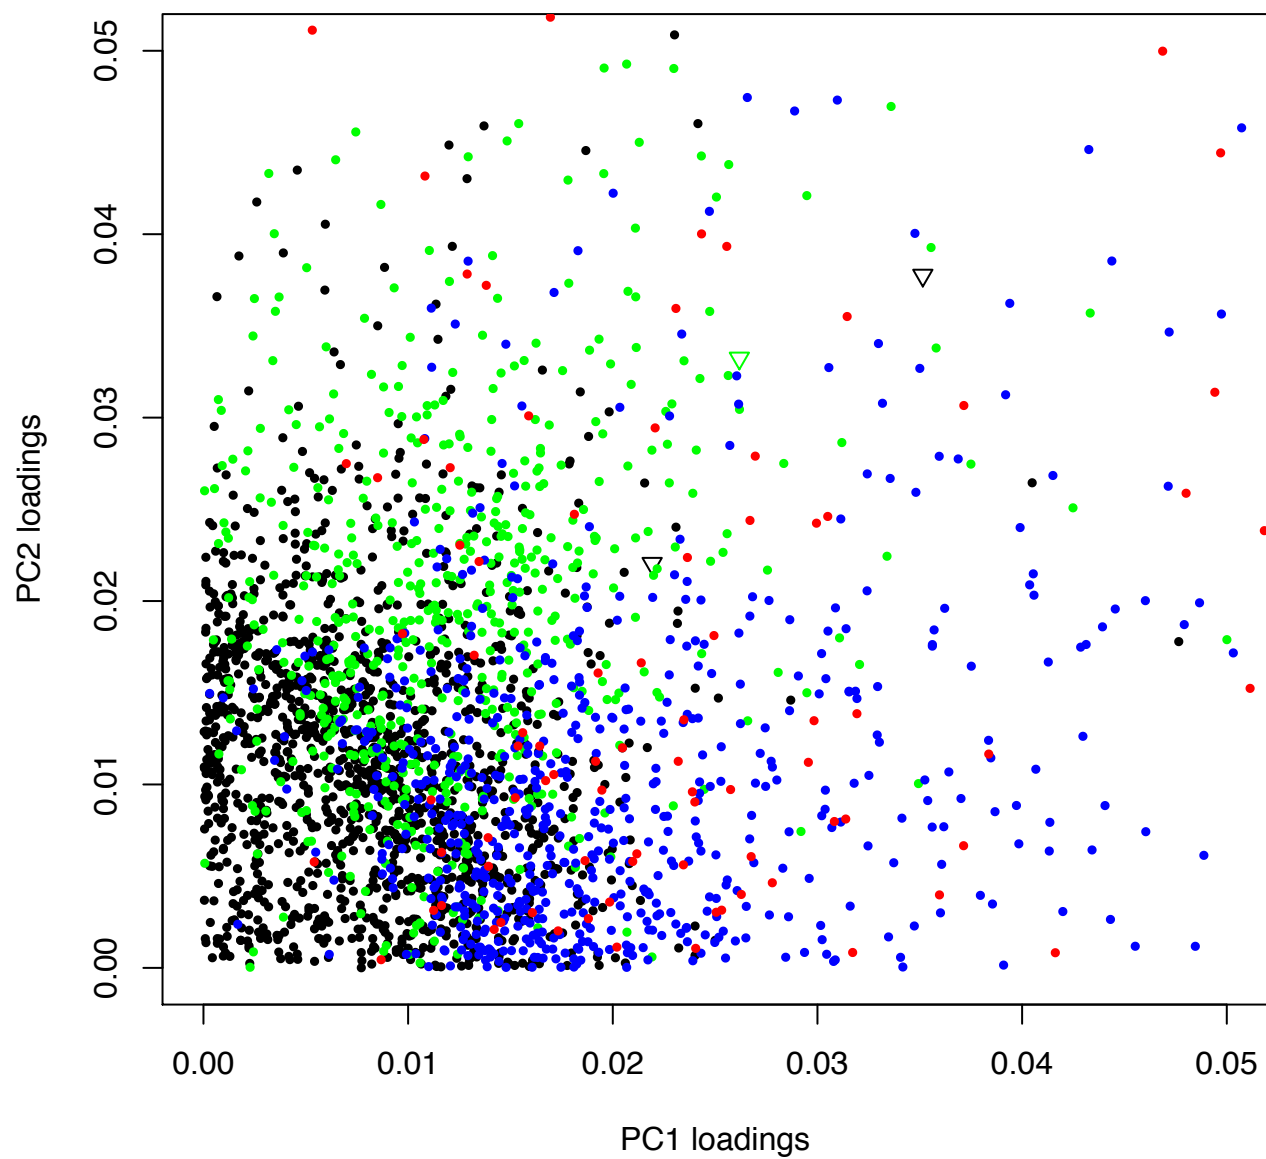

Figure S11B. This figure displays a zoomed-in version of the data in Figure S11A. Each axis scale is 0 to 0.05.

# Supplementary material for: Time-Course Analysis of Gene Expression During the Saccharomyces cerevisiae Hypoxic Response
**Source:** G3 (Bethesda). 2016 Nov 9;7(1):221–31. doi: 10.1534/g3.116.034991
**Supplement:** Supplementary file 12

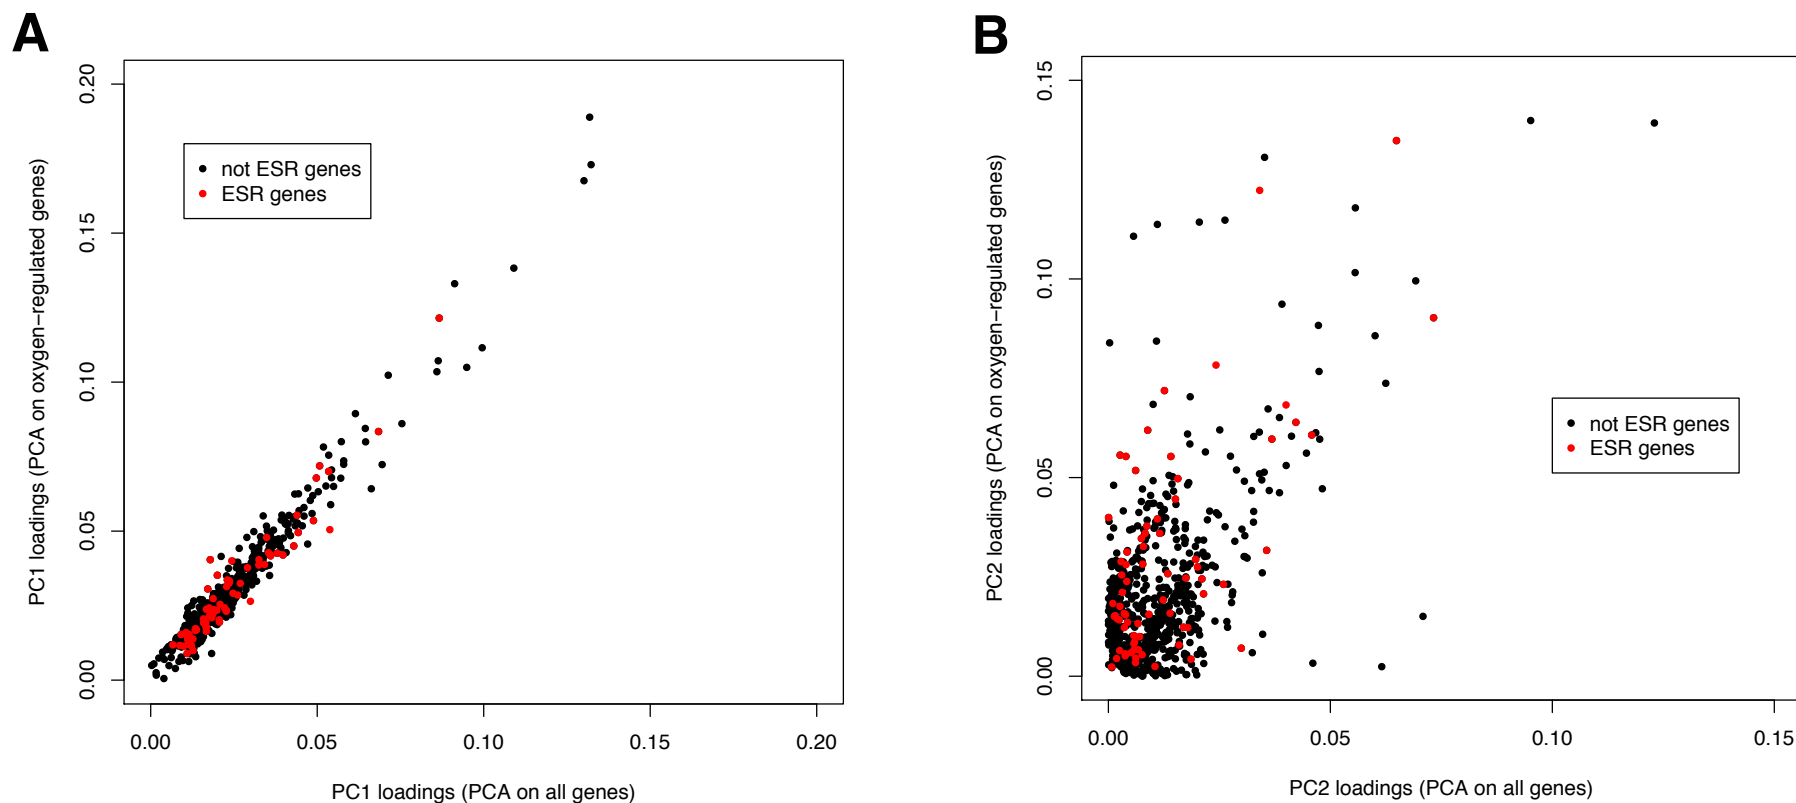

Figure S12. Comparison of the loadings between all-gene PCA (x-axes) and oxygen-regulated-gene PCA (y-axes). **(A)** PC1 loadings for each gene was compared between the two PCA analyses. **(B)** PC2 loadings for each gene was compared between the two PCA analyses.

# Supplementary material for: Time-Course Analysis of Gene Expression During the Saccharomyces cerevisiae Hypoxic Response
**Source:** G3 (Bethesda). 2016 Nov 9;7(1):221–31. doi: 10.1534/g3.116.034991
**Supplement:** Supplementary file 13

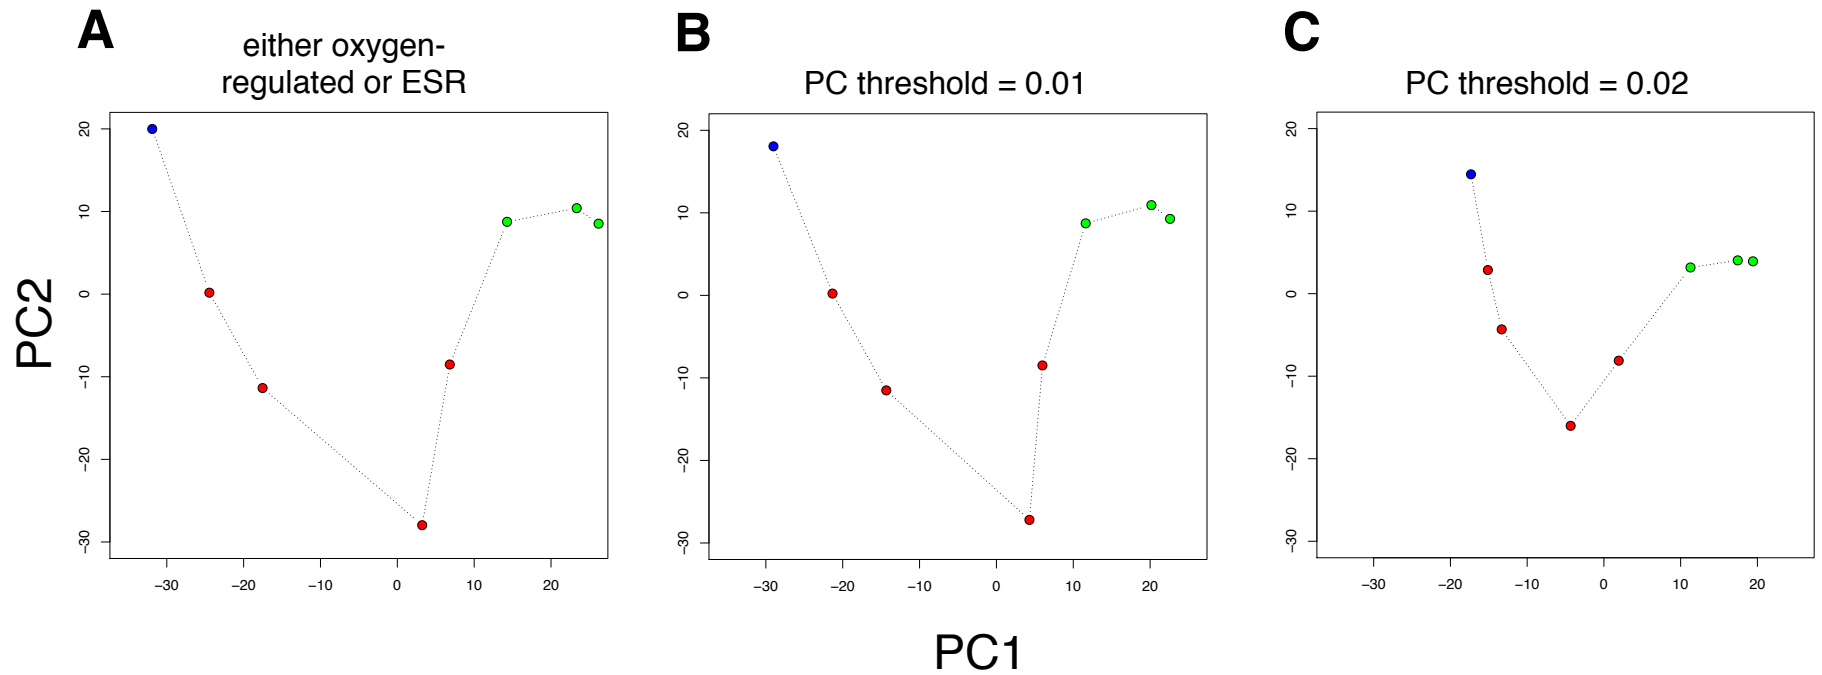

Figure S13. PCA on a subset of genes. **(A)** PCA on the 1705 genes that are either oxygen-regulated or part of the ESR. PC1 and PC2 captured 56.9% and 27.4%, respectively, of the variability in gene expression. **(B)** PCA on the 885 genes that had PC1 and PC2 loadings above 0.01 in the all-gene PCA (Figure 1A). PC1 and PC2 captured 53.5% and 31.8%, respectively, of the variability in gene expression. **(C)** PCA on the 168 genes that had PC1 and PC2 loadings above 0.02 in the all-gene PCA (Figure 1A). PC1 and PC2 captured 65.6% and 25.6%, respectively, of the variability in gene expression.

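In course 1, 168 genes had loadings above 0.02 in size on both components. In these genes PC1 held 65.6% of the variance and PC2 25.6%. The stress genes HSP12 and MSC1 pass this minimum with the anaerobic genes DAN1 and ANB1, while CYC1 does not.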

# Supplementary material for: Time-Course Analysis of Gene Expression During the Saccharomyces cerevisiae Hypoxic Response
**Source:** G3 (Bethesda). 2016 Nov 9;7(1):221–31. doi: 10.1534/g3.116.034991
**Supplement:** Supplementary file 14

Table S1. RNA-seq data, statistics and annotations for each gene. The table includes data generated in the current study, or obtained from either the ESR study {Gasch:2000wl} or previous hypoxia microarray studies. The columns are as follows: (A) systematic gene name, (B-I) read counts that have been floored and normalized, (J-K) adjusted p-values for the two statistical tests, (L) the number of previous microarray studies that showed oxygen regulation (numbers calculated in Table S3), (M) whether a gene is present in the environmental stress response (ESR), (N) rationale for removing a gene from further analysis, (O) whether the gene was significantly hypoxic or aerobic (only genes detected by at least one method), and (P) manually-assigned cellular process (only for genes with fold-change ≥ 4). (.xlsx, 971 KB)

Available for download as a .xlsx file at:

http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.034991/-/DC1/TableS1.xlsx

# Supplementary material for: Time-Course Analysis of Gene Expression During the Saccharomyces cerevisiae Hypoxic Response
**Source:** G3 (Bethesda). 2016 Nov 9;7(1):221–31. doi: 10.1534/g3.116.034991
**Supplement:** Supplementary file 16

Table S2. Sequences and genomic locations of RT-qPCR primers. (.xlsx, 10 KB)

Available for download as a .xlsx file at:

http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.034991/-/DC1/TableS2.xlsx

# Supplementary material for: Time-Course Analysis of Gene Expression During the Saccharomyces cerevisiae Hypoxic Response
**Source:** G3 (Bethesda). 2016 Nov 9;7(1):221–31. doi: 10.1534/g3.116.034991
**Supplement:** Supplementary file 18

Table S3. The number of previous microarray studies that found a gene to be oxygen-regulated. Eight previous microarray studies {terLinde:1999to, TerLinde:2002gj, Kwast:2002eq, Becerra:2002tf, Lai:2005cq, Lai:2006hd, Hickman:2007br, Hickman:2011iq} were used for this analysis. (.xlsx, 493 KB)

Available for download as a .xlsx file at:

http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.034991/-/DC1/TableS3.xlsx

# Supplementary material for: Time-Course Analysis of Gene Expression During the Saccharomyces cerevisiae Hypoxic Response
**Source:** G3 (Bethesda). 2016 Nov 9;7(1):221–31. doi: 10.1534/g3.116.034991
**Supplement:** Supplementary file 20

Table S4. Results from GO Slim Mapper at yeastgenome.org. Only shown are the processes that exhibited ≥2-fold enrichment in the regulated gene set compared to the entire genome. (.xlsx, 14 KB)

Available for download as a .xlsx file at:

http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.034991/-/DC1/TableS4.xlsx

How the deposited data were processed for this re-analysis (not part of the article)

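RNA-seq of polyadenylated RNA was deposited for 24 libraries of a HAP1-repaired, S288C-derived strain of Saccharomyces cerevisiae, at 0, 5, 10, 30, 60, 120, 180 and 240 min of hypoxia under nitrogen in 3 courses. The deposited values are counts per annotated feature, which the authors made by mapping reads with TopHat2 to build R64 and counting them with HTSeq, and neither the paper nor the labels state the versions. The paper describes the library preparation, the trimming and the pooling of 8 samples in a lane for 1 course, and the labels do not say whether these hold for courses 2 and 3, when those cultures were grown or in which lanes they ran. Every file holds 7140 features, of which 6048 have a name in the annotation used here, and 340 have no read in any library. Total counts per library ranged from 4980240 to 16346113 with a median of 9536702. In courses 2 and 3 the files also give reads outside features, 3.81% to 5.60%, and ambiguous reads, 0.27% to 0.35%, which were left out. These shares are of counted, outside and ambiguous reads together, without alignments that are not unique. There were 57.8 to 122 such alignments per 100 counted reads. In courses 2 and 3 they numbered 63.0 and 63.3 at 0 min, and 122 and 108 at 60 min. The files of course 1 do not give them. Reads that map to more than 1 place were not counted, so members of the PAU, THI5 and HXT families are known less well. The markers URA3, LEU2 and HIS3 had at most 2 counts in a library, and this list was not tested.

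Before the data were examined, the comparisons, the tests, 131 alternatives, 33 gene lists and the rule for the genes named in the text were written down. That rule names every gene that the paper names, the genes with the largest changes among those called, and members of the lists with the largest changes. TVS1, ARO9 and SCS7 are outside it and were named after their values were seen, and values in the paper's own tables count as seen. The lists cover the respiratory chain, ATP synthase, the TCA cycle, the mitochondrial ribosome, ergosterol synthesis, sterol uptake, fatty acids, heme, DAN/TIR and PAU genes, iron, phosphate and zinc regulons, antioxidant enzymes, ESR-induced genes, cytosolic ribosomal proteins, ribosome biogenesis, glycogen and trehalose, glycolysis, hexose transporters, glycerol, B vitamins, DNA damage, oxygen-response transcription factors, amino acids (Gcn4 type and sulfur), early meiosis, a-cell and alpha-cell genes, the proteasome, ER folding and Hsf1 chaperones.

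For each course alone, the methods of the paper were followed as far as it states them. Counts were scaled to the smallest total, floored at 20, and PAU genes left out. DESeq2's likelihood ratio test of time and its square was run on raw counts with its own size factors, and AutoCor was run as the lag-1 autocorrelation against all 40320 orders, 1-sided. Both were adjusted by Benjamini-Hochberg over genes with at least a 2-fold change. Principal components and Euclidean distances used log2 values, centred and not scaled. By a rule set here, which the paper does not state, a gene was hypoxic when its largest value came after its smallest. For all courses, edgeR's quasi-likelihood F-test was fitted on 24 libraries with TMM factors, a filter on low counts that kept 6262 genes, and time as a factor, and a gene was called at an adjusted p under 0.05 and at least 2-fold. The biological coefficient of variation was 0.590, with 16 residual degrees of freedom and 2.98 prior degrees of freedom. Lists were tested with fry from limma, which asks whether a list moves one way on balance or in either direction and does not compare it with other genes, and with camera with an estimated correlation between genes, which does. Their p values were adjusted over the 32 lists in each of 5 comparisons. Lists that the study chose on course 1 (Table S4) were tested in all courses and in courses 2 and 3 alone, adjusted over the 11 lists of that table in each comparison, and only the values of courses 2 and 3 are given.

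The 24 libraries are the 8 times of each course. Whether the course numbers pair libraries was checked on the residuals from the mean of each time. Correlations between libraries of 1 course were 0.777 to 0.913 in course 1, 0.565 to 0.728 in course 2 and 0.498 to 0.736 in course 3 over 28 pairs each, so the course was tried as a block. Libraries of 1 time differed by more than counting noise, with a chi-square per degree of freedom of 21.9 to 55.0 between courses 2 and 3 and of 168 to 321 between course 1 and either of them. The alternatives were DESeq2 (Wald test for pairs of times), RLE factors, total-count scaling, no filter, no fold minimum, the course as a block, each course left out in turn, and for the single course another course, no floor, other size factors, floored counts given to DESeq2 and edgeR for the quadratic. After the values were seen, 5 further forms of AutoCor were added.

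The steps were tested on simulated data with the noise of these libraries. With 6205 genes tested, 100 genes were changed 2-fold and 100 changed 4-fold at 240 min. For edgeR an adjusted p under 0.05 was counted here, without the fold minimum. It found 34% and 77% of the changed genes at 240 min, and 20% and 65% over time. None of the unchanged genes passed at 240 min. With the course as a block edgeR found 76% and 97% at 240 min, and 67% and 96% over time. There 14 unchanged genes passed at 240 min. In fry a list moved up passed and an unchanged list did not. A list of 40 genes changed in both directions also passed for a direction, so a pass alone does not mean that all genes of a list moved alike. For 1 course, the DESeq2 test called 94% of 4-fold and 99% of 8-fold trends and 66 unchanged genes. AutoCor on counts called none after adjustment (87% and 96% before it), and the form with Pearson's correlation of neighbouring log2 values called 78% and 92%, and 8 unchanged genes. Enrichment against microarray studies, the complete set of ESR genes and the cell-wide comparison of expression levels need Table S1 in full, of which 1999 of 7140 rows were at hand, and were left out. RT-qPCR values were not analysed here. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.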

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

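Of the tests below, those of gene length, of a different response, of the 0 min libraries, of a stronger stress response, of courses 2 and 3 alone and of slower growth were chosen after the result was seen, and those of overlapping genes, low counts and scaling before it. The numbers of genes in other splits of the libraries were planned.

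Courses 2 and 3 are data that the paper did not use. In these 16 libraries 2278 genes were called over time by edgeR, and 1761 of them are not among the 716 genes called by either method on course 1. Over all 24 libraries, 1351 genes were called over time. Of 100 splits of the libraries into 8 groups of 3, 1 reached that count, which is the real one. That is the lowest share 100 splits can give, so chance is made unlikely, not excluded. The highest of the other splits gave 171 genes among 50 that kept 1 library of each course in every group, and 4 among 49 that mixed the courses freely. Only the 50 share the layout of the real split. For 0 min against 5, 10, 30, 60, 120, 180 and 240 min, and 120 against 240 min, the 10 splits of 6 libraries are too few for a share under 0.05. The real counts were 371, 748, 1117, 729, 651, 852, 975 and 19, and the highest other counts 2, 0, 0, 0, 0, 1, 1 and 0.

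Some genes turned round between 30 and 240 min, with 9 higher than 0 min at 30 min and lower at 240 min, and 240 min against 30 min called in edgeR. They are YRO2, YPC1, TVS1, CCW22, MTH1, GRX2, ARO9, SCS7 and NCE102, of which TVS1, ARO9 and SCS7 were named after their values were seen. No gene was lower at 30 min and higher at 240 min. CCW22, a cell wall gene, went from 2.14 at 30 min to -2.49 at 240 min, a log2 fold change between them of -4.63 (standard error 0.41, adjusted p = 4.6e-07), and NCE102, an eisosome gene, from 1.28 to -1.47, with -2.75 (standard error 0.23, adjusted p = 1.5e-07). With the course as a block all 9 passed from 30 to 240 min, with adjusted p from 4.3e-10 for NCE102 to 3.2e-05 for MTH1. MTH1 and ARO9 missed the threshold without course 2 (adjusted p = 0.056 and 0.050), and MTH1 without course 3 (adjusted p = 0.052).

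Levels of genes in course 1 differ from those in courses 2 and 3. The SD over genes of the mean log2 difference was 1.42, against 0.23 between courses 2 and 3. A different response to hypoxia is argued against, since the SD at 0 min was 0.973 of its mean at the later times. Gene length fits, with a Spearman rho of -0.559 across the 5732 genes with a known length (-0.048 between courses 2 and 3). Over these genes the SD was still 0.952 after length was taken off. The SD of 1.42 covers all 6262 genes tested, so the 2 values do not show how much of the spread goes with length. Genes that overlap another gene differed 2.35 times as much as others. A difference in library preparation or in counting between course 1 and the other two may therefore lie behind part of it.

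The step from 0 to 5 min is larger in courses 2 and 3 than in course 1. Genes with low counts are argued against, since over 4578 genes with a mean count of at least 100 the distance was still at least 1.72 times that of course 1. A stronger stress response may play a part, as the median log2 ratio of 28 ESR-induced genes at 5 min was higher by at least 1.14 than in course 1. Whether the 0 min libraries of courses 2 and 3 stand apart cannot be told apart from this. Distances from 0 min to 10 min and later, relative to course 1, were 1.22 times those among later times, and a stronger response enlarges the same distances.

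Stress genes remain higher at 240 min than at 0 min. This is not a matter of courses 2 and 3 alone, as the median of the 28 genes was 1.75 in course 1. Over the courses their median log2 fold change was 2.42 with the total count and 2.22 with TMM. The total count raises log2 fold changes at 240 min by a median of 0.26, so this test could hardly have lowered the list. Both scalings are relative, and a change in the total amount of messenger RNA was not tested. Slower growth is a possible cause, and the median of 68 ribosome biogenesis genes was -1.20 or lower in every course at 240 min. These genes also fall in many stresses, so their level cannot tell slower growth from a lasting stress response. Growth was not measured in the files, and the cultures were diluted after 0 min, so slower growth remains a hypothesis found and tested on the same data.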

How the results depend on the processing

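No gene called at 30 min or at 240 min changed direction under an alternative. No list test changed direction among those that passed both in the main fit and with the course as a block or without a course. List tests that passed only in the main fit were not compared for direction. The direction of genes called over time was not compared gene by gene. List medians near 0 did change sign with scaling to the total count, at 240 min in glycolysis and fermentation (-0.11 to 0.17), oxygen-response transcription factors (-0.24 to 0.02) and sulfur amino acids (-0.03 to 0.25), and in further lists at 5, 30 and 120 min. Forms of AutoCor with Pearson's correlation, on ratios to 0 min, circular and uncentred were chosen after seeing the values. Where not said otherwise, the cause was not tested. Of the alternatives set before the data were examined, all were run except no fold minimum for named genes, which leaves their fold changes and p values as they are.

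With the replicate block (the course in the model), 2045 genes were called over time against 1351, and 64 against 19 at 240 min against 120 min. At 240 min against 30 min, for which alternatives were added after the values were seen, 625 were called against 388. The block kept 1346 of the 1351 calls over time, and changed no count from 0 min by more than 1.5 times. Of the 160 list tests 103 passed with it against 76, while the respiratory chain and antioxidant enzymes at 30 min no longer did. Among 221 comparisons of named genes, 202 kept their side of the threshold and 19 now passed.

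Leaving out each replicate in turn gave 350 to 2278 genes over time, 4 to 778 at 5 min, 292 to 1190 at 10 min, 666 to 1576 at 30 min, 162 to 1131 at 60 min, 81 to 1082 at 120 min, 292 to 1184 at 180 min, 375 to 1420 at 240 min, 1 to 83 at 240 against 120 min and 77 to 682 at 240 against 30 min. The lowest come from leaving out course 2 or 3, the highest from leaving out course 1, which also takes its larger differences from the other courses away. These fits do not include the course as a term, so level differences between courses count as spread in them. The block was combined with leaving a course out only for course 1. List tests past the threshold were 28 to 109, with 28 without course 2 and 42 without course 3. Without course 2, 368 of 975 calls at 240 min were kept, without course 3 519 and without course 1 937. Of the 221 named-gene comparisons, 72 no longer passed without course 2, 45 without course 3 and 2 without course 1.

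Without a fold minimum 1103, 1013 and 1304 genes passed at 60, 120 and 180 min, and 628 at 240 against 30 min, since more genes qualify. DESeq2 called 45 genes at 240 against 120 min. RLE factors, total-count scaling and no filter left the totals within 1.5 times. Total-count scaling moved calls from lower to higher, with 212 lower against 384 at 60 min, 185 against 336 at 120 min and 335 against 528 at 240 min, and kept 955 of 1117 calls at 30 min. Named genes kept their side in 216 comparisons with DESeq2, 221 with RLE factors, 211 with the total count and 220 with no filter.

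In course 1, edgeR called 448 genes for the quadratic against 702 with DESeq2. AutoCor called 206 genes, 18 on course 2, 0 on course 3, 12 with no floor and 313 with DESeq2 size factors. Its added forms gave 580 (Pearson, log2), 481 (Pearson, counts), 798 and 496 (Pearson, log2, courses 2 and 3), 206 (ratios to 0 min), and 0 each (circular and uncentred). Either method called 716, and 472 on course 3. The share found again in other courses, 71.0%, was 26.7% and 35.4% for genes chosen on courses 2 and 3, whose tests hold course 1. It was 80.6% with no fold minimum. Among 2-fold genes that neither method called it was 51.9%, 8.37%, 10.9% and 58.1%.

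PC1 of course 1, 44.7%, was 48.0% in course 2, 48.05% for the mean of 3 courses, 34.8% with no floor and 47.7% for genes with at least 100 counts. PC2, 28.1%, was 33.4% in course 3, 34.7% for the mean and 24.0% with no floor. The distance ratio over all genes, 0.551, was 0.443 in course 2, 0.438 for the mean and 0.705 with no floor. Below the floor of 20 lay 19.9% of the values of course 1.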

Differences from the paper's values

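The form of AutoCor with Pearson's correlation named here was chosen after seeing the values, as 1 of 7 forms tried.

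For genes called by AutoCor the paper's value is 580 and the value here 206. For genes called by both methods the paper's value is 467 and the value here 192, and for AutoCor alone the paper's value is 113 and the value here 14. For genes expected in common by chance the paper's value is 61 and the value here 21.6. All alternatives set before the data were examined (course 2, course 3, no floor, DESeq2 size factors, floored counts given to DESeq2, edgeR for the quadratic and log2 values) differ from the paper's values in these 4 measures. For genes called by DESeq2 alone the paper's value is 236 and the value here 510. There, edgeR for the quadratic gives 275 and does not differ, and the other 6 do. Values are said to differ where one is more than 1.5 times the other. All values use the paper's stated thresholds.

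The form of AutoCor with Pearson's correlation of neighbouring log2 values, chosen after seeing the values, gives 580 genes, 467 by both methods, 235 by DESeq2 alone, 113 by AutoCor alone and 60.8 by chance. Of the 136 AutoCor calls in the 1999 rows of Table S1 at hand it drops 0, where the form used here makes 37. With Pearson's correlation of counts, also added after seeing the values, 481 genes were called. It differs from the paper's value for AutoCor alone, with 69 genes. The form on log2 values is the only one under which all 5 values do not differ. In the rows at hand its adjusted p differed from the paper's by a median of 0.00019, against 0.040 for the form used here. The differences in these 5 measures thus depend on the form of AutoCor. The paper does not spell out its formula, so the form on log2 values is not known to be the paper's method.

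The paper states that AutoCor identified NCE103, FRT2 and PRM10. Here its adjusted p was 0.10, 0.11 and 0.084, and 0.029, 0.033 and 0.036 in the form with Pearson's correlation of log2 values, chosen after seeing the values. DESeq2 missed the 3 genes here too. The paper states that DMC1 is induced, from its RNA-seq and from RT-qPCR on further replicates, which was not analysed here. In the RNA-seq counts DMC1 rose in course 1 and was at the floor at 240 min in courses 2 and 3. The paper describes SFM1 as showing little response, and over the 3 courses SFM1 was lower at 30 min, with -1.94 (standard error 0.37, adjusted p = 0.00044) in edgeR. The paper describes CYC1 as responding within 10 min, and its log2 ratios of -1.0, -0.74 and -0.70 did not pass (adjusted p = 0.45 in edgeR, and 0.18 with the course as a block). All 3 ratios are negative. In simulated data edgeR gave an adjusted p under 0.05 for 34% of 2-fold changes, and for 76% with the course as a block. The missed test therefore leaves a response at 10 min open.

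The paper describes ESR-only genes as returning to their levels before the stress. In the 1999 rows at hand, 188 genes are ESR genes not marked as oxygen-regulated, and their median absolute log2 ratio in course 1 was 1.13 at 30 min, 0.44 at 120 min and 0.66 at 240 min. It was, in courses 2 and 3, 1.42 and 1.74 at 30 min, and 1.06 and 1.0 at 240 min. Genes with neither mark, a baseline that is not 0 for absolute ratios, had 0.31, 0.38 and 0.42 at 240 min in courses 1, 2 and 3. The paper describes PC1 of all genes as relatively constant after 30 min and PC2 as returning, and in courses 1 and 2 PC1 was 75.9% and 92.7% of the way to 240 min at 30 min, while PC2 went from -34.8 and -23.5 at 30 min to 12.0 and 22.7 at 240 min. Course 3 has components of its own, which need not be those of the paper. There PC1 at 30 min had passed its level at 240 min (162% of the way), and PC2 went from 17.0 to -38.9.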

Other observations

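Lists that were not set beside a statement of the paper above are given for 240 min against 0 min, from edgeR over the 3 courses. The paper does name heme, lipid and amino acid metabolism among processes with oxygen-regulated genes. The lists here are not its gene sets. In mitochondria, ATP synthase genes moved down as a set with few single calls, while the TCA cycle and the mitochondrial ribosome did not pass. ATP synthase had 0 of 14 higher and 1 lower (0 and 1 when adjusted over the list alone; fry, adjusted p = 1.4e-05; adjusted p = 0.085 with an estimated correlation), the TCA cycle 3 of 11 higher and 0 lower (3 and 0 when adjusted over the list alone; fry, adjusted p = 0.13) and the mitochondrial ribosome 1 of 56 higher and 0 lower (1 and 0 when adjusted over the list alone; fry, adjusted p = 0.96). The TCA cycle moved up with the course as a block (adjusted p = 0.0052; adjusted p = 0.38 with an estimated correlation), and its median log2 ratios were 0.30, 1.06 and 0.96 in courses 1, 2 and 3. The citrate synthase gene CIT1 had 1.29 (standard error 0.35, adjusted p = 0.011).

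Heme genes moved up, with 3 of 8 higher and 0 lower (3 and 0 when adjusted over the list alone; fry, adjusted p = 0.00051; adjusted p = 0.22 with an estimated correlation). HEM13 and HEM14 were among them, and the set missed the threshold without course 2 (adjusted p = 0.0505). Fatty acid genes were not moved one way, with 2 of 12 higher and 1 lower (2 and 1 when adjusted over the list alone; fry, adjusted p = 0.18). The iron regulon fell on balance, with 0 of 20 higher and 6 lower (0 and 6 when adjusted over the list alone; fry, adjusted p = 0.0016; adjusted p = 0.25 with an estimated correlation), and did not pass without course 2 (adjusted p = 0.060). Its median log2 ratios were -0.83, -0.23 and 0.04 in courses 1, 2 and 3, so the courses did not share a sign. The PAU genes, whose reads are shared, rose, with 5 of 9 higher and 0 lower (7 and 0 when adjusted over the list alone; fry, adjusted p = 8.2e-06; adjusted p = 0.079 with an estimated correlation). Phosphate genes fell, with 1 of 16 higher and 11 lower (1 and 12 when adjusted over the list alone; fry, adjusted p = 5.0e-06; adjusted p = 0.047 with an estimated correlation), as in PHO5 with -4.13 (standard error 0.65, adjusted p = 0.0001), while PHM8 rose with 2.55 (standard error 0.34, adjusted p = 1.9e-05). Zinc genes went both ways, with 2 of 9 higher and 3 lower (2 and 3 when adjusted over the list alone; fry, adjusted p = 0.12).

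Of 3 further lists of carbon metabolism none passed at 240 min, with 1 of 18 higher and 0 lower (0 and 0 when adjusted over the list alone; fry, adjusted p = 0.76) for glycolysis and fermentation, 1 of 8 higher and 0 lower (1 and 0 when adjusted over the list alone; fry, adjusted p = 0.28) for hexose transporters and 2 of 6 higher and 0 lower (2 and 0 when adjusted over the list alone; fry, adjusted p = 0.12) for glycerol. The median of the glycolysis genes is -0.11 and their mean 0.07, and the sign of the median turns with scaling to the total count. With the course as a block the glycerol genes moved up (adjusted p = 0.00032; adjusted p = 0.32 with an estimated correlation). Amino acid genes of the Gcn4 type gave 0 of 31 higher and 4 lower (0 and 4 when adjusted over the list alone; fry, adjusted p = 0.16) and sulfur amino acids 1 of 20 higher and 2 lower (1 and 2 when adjusted over the list alone; fry, adjusted p = 0.93), where the sign of the median also turns with that scaling. The Gcn4 list moved down with the course as a block (adjusted p = 5.3e-05; adjusted p = 0.26 with an estimated correlation). Its median log2 ratios were 0.04, -0.17 and -0.24 in courses 1, 2 and 3.

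Protein folding genes moved up, with 7 of 17 higher and 0 lower (7 and 0 when adjusted over the list alone; fry, adjusted p = 0.0011; adjusted p = 0.22 with an estimated correlation) for Hsf1 chaperones and 2 of 11 higher and 0 lower (2 and 0 when adjusted over the list alone; fry, adjusted p = 0.00051; adjusted p = 0.19 with an estimated correlation) for ER folding. HSP42 had 3.45 (standard error 0.61, adjusted p = 0.00031) and HSP104 3.30 (standard error 0.58, adjusted p = 0.00027). The chaperone set missed the threshold without course 2 (adjusted p = 0.068), as did HSP104 (adjusted p = 0.065). The proteasome moved by small steps, with 0 of 32 higher and 0 lower (0 and 0 when adjusted over the list alone; fry, adjusted p = 5.3e-05; adjusted p = 0.19 with an estimated correlation) and a median log2 fold change of 0.32. Mating-type lists had no called gene, with 0 of 6 higher and 0 lower (0 and 0 when adjusted over the list alone; fry, adjusted p = 0.0083; adjusted p = 0.45 with an estimated correlation) for a-cell genes and 0 of 2 higher and 0 lower (0 and 0 when adjusted over the list alone; fry, adjusted p = 0.0032; adjusted p = 0.54 with an estimated correlation) for alpha-cell genes. Both sets missed the threshold without course 2 (adjusted p = 0.10 and 0.068) and without course 3 (adjusted p = 0.18 and 0.11).

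At 10, 60 and 180 min, edgeR called 351, 345 and 412 genes higher and 397, 384 and 440 lower, and 416, 544 and 505 higher and 317, 212 and 319 lower with scaling to the total count. At 240 min it called 447 higher and 528 lower, and 647 and 335 with that scaling. Among the lists above, that scaling changes the phosphate regulon from 11 to 6 lower, ATP synthase and fatty acids each from 1 to 0 lower, and hexose transporters and sulfur amino acids each from 1 to 2 higher. In course 1, 425 features had no read in any library, against 724 and 778 in courses 2 and 3.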
